# Stem-loop and circle-loop TADs generated by directional pairing of boundary elements have distinct physical and regulatory properties

**DOI:** 10.7554/eLife.94114

**Published:** 2024-08-07

**Authors:** Wenfan Ke, Miki Fujioka, Paul Schedl, James B Jaynes

**Keywords:** chromosome structure, stem-loops, circle-loops, TADs, boundary:boundary pairing, pairing orientation, gene expression, chromatin insulator, *D. melanogaster*

## Abstract

The chromosomes in multicellular eukaryotes are organized into a series of topologically independent loops called TADs. In flies, TADs are formed by physical interactions between neighboring boundaries. Fly boundaries exhibit distinct partner preferences, and pairing interactions between boundaries are typically orientation-dependent. Pairing can be head-to-tail or head-to-head. The former generates a stem-loop TAD, while the latter gives a circle-loop TAD. The TAD that encompasses the *Drosophila even skipped* (*eve*) gene is formed by the head-to-tail pairing of the *nhomie* and *homie* boundaries. To explore the relationship between loop topology and the physical and regulatory landscape, we flanked the *nhomie* boundary region with two attP sites. The attP sites were then used to generate four boundary replacements: *λ DNA*, *nhomie forward* (WT orientation), *nhomie reverse* (opposite of WT orientation), and *homie forward* (same orientation as WT *homie*). The *nhomie forward* replacement restores the WT physical and regulatory landscape: in MicroC experiments, the *eve* TAD is a ‘volcano’ triangle topped by a plume, and the *eve* gene and its regulatory elements are sequestered from interactions with neighbors. The *λ DNA* replacement lacks boundary function: the endpoint of the ‘new’ *eve* TAD on the *nhomie* side is ill-defined, and *eve* stripe enhancers activate a nearby gene, *eIF3j*. While *nhomie reverse* and *homie forward* restore the *eve* TAD, the topology is a circle-loop, and this changes the local physical and regulatory landscape. In MicroC experiments, the *eve* TAD interacts with its neighbors, and the plume at the top of the *eve* triangle peak is converted to a pair of ‘clouds’ of contacts with the next-door TADs. Consistent with the loss of isolation afforded by the stem-loop topology, the *eve* enhancers weakly activate genes in the neighboring TADs. Conversely, *eve* function is partially disrupted.

## Introduction

Chromosomes in multicellular animals are organized into a series of topologically independent looped domains, called TADs, or topologically associating domains (Cavalheiro et al., 2021; Chetverina et al., 2017; Jerković et al., 2020; Matthews and White, 2019; Rowley and Corces, 2018). The arrangement of TADs in a given chromosomal DNA segment is generally (though not precisely) similar in different tissues and developmental stages, and this is a reflection of the mechanism underlying TAD formation—the endpoints of TADs are determined by a special class of elements called chromatin boundaries or insulators. While boundary-like elements have been identified in a wide range of animals and plants, the properties of this class of DNA elements have been most fully characterized in *Drosophila* (Cavalheiro et al., 2021; Chetverina et al., 2017). Fly boundaries have one or more large (100–400 bp) nucleosome-free nuclease-hypersensitive sequences that are targets for multiple DNA binding chromosomal architectural proteins. While only a single chromosomal architectural protein, CTCF, has been characterized in mammals, there are several dozen such proteins in flies, and the list is still growing (Heger et al., 2013; Heger and Wiehe, 2014; Schoborg and Labrador, 2010). In addition to subdividing the chromosome into a series of loops, fly boundary elements have insulating activity. When placed between enhancers or silencers and their target promoters, boundaries block regulatory interactions (Bell et al., 2001; Chetverina et al., 2014; Chetverina et al., 2017). This activity provides a mechanism for delimiting units of independent gene activity: genes located between a pair of compatible boundaries are subject to regulatory interactions with enhancers/silencers present in the same chromosomal interval, while they are insulated from the effects of enhancers/silencers located beyond either boundary in adjacent regulatory neighborhoods. It is currently thought that their ability to organize the chromosome into topologically independent loops is important for their insulating activity (Cai and Shen, 2001; Gohl et al., 2011; Muravyova et al., 2001).

Studies dating back to the 1990s have suggested that fly boundaries subdivide the chromosome into loops by physically pairing with each other (Chetverina et al., 2014; Chetverina et al., 2017). In these first experiments, regulatory interactions were observed for transgenes inserted at distant sites in chromosome that were carrying either the *gypsy* transposon boundary *su(Hw*) or the bithorax complex (BX-C) boundary *Mcp* (Muller et al., 1999; Sigrist and Pirrotta, 1997; Vazquez et al., 1993). Further support for the idea that boundaries function by pairing has come from chromatin immunoprecipitation, chromosome conformation capture (CCC), MicroC, and direct imaging experiments (Chen et al., 2018; Li et al., 2011; Vazquez et al., 2006). More recent studies have revealed physical interactions in the CNS, such as those found for *su(Hw*) and *Mcp,* which ‘reach over’ multiple intervening TADs, consistent with them playing an important role in cell type-specific gene regulation (Mohana et al., 2023) by bringing distant enhancers and promoters together.

The parameters governing pairing interactions have been defined using insulator bypass, transvection, and boundary competition assays. These studies have shown that fly boundaries are able to pair not only with heterologous boundaries but also with copies of themselves. Moreover, the pairing interactions typically exhibit a number of characteristic features: promiscuity coupled with clear partner preferences, and orientation dependence.

Partner preferences depend upon the chromosomal architectural proteins that interact with each boundary. For example, in the boundary bypass assay, a set of enhancers are placed upstream of two reporters (Cai and Shen, 2001; Kyrchanova et al., 2008a; Muravyova et al., 2001). When multimerized dCTCF sites are placed between the enhancers and the closest reporters, both reporters are insulated from the enhancers. When a second set of multimerized dCTCF sites are placed downstream of the closest reporter, bypass is observed. In this case the closest reporter, which is bracketed by the multimerized dCTCF sites, is still insulated from the enhancers; however, the downstream reporter is activated (Muravyova et al., 2001). Heterologous combinations give a different result: when multimerized dCTCF sites are placed upstream of the closest reporter and multimerized Zw5 sites are placed downstream, no bypass is observed. Endogenous fly boundaries also show partner preferences in bypass assays and in boundary competition experiments (Gohl et al., 2011; Kyrchanova et al., 2011; Kyrchanova et al., 2008b). On the other hand, while boundaries have partner preferences, they are also promiscuous in their ability to establish functional interactions with other boundaries. For example, the *Fab-8* insulator can partner with *scs’* from the *Drosophila* heat shock locus (Gohl et al., 2011).

In addition, to partner preferences, pairing interactions between endogenous fly boundaries are, with a few exceptions, orientation-dependent. Self-pairing interactions are head-to-head. This seems to be a common feature of fly boundaries and has been observed for *scs*, *scs’*, *iA2*, *wari*, *Mcp*, *Fab-8*, *AB-I, homie,* and *nhomie* (Fujioka et al., 2016; Kyrchanova et al., 2008a). In contrast, pairing interactions between heterologous boundaries can be head-to-head or head-to-tail. The two boundaries bracketing the *even-skipped* (*eve*) locus, *homie* and *nhomie*, pair with each other head-to-tail, while boundaries in the *Abdominal-B* (*Abd-B*) region of the BX-C usually pair with their neighbors head-to-head. The topology of the loops (TADs) generated by head-to-tail and head-to-head pairing in *cis* between neighboring boundaries is distinct. As illustrated in Figure 1, head-to-tail pairing generates stem-loops, while head-to-head pairing generates circle-loops. The loops could be connected to each other by unanchored loops (Figure 1A and C), or they could be linked directly to each other if boundaries can pair simultaneously with both neighbors (Figure 1B and D). An alternating pattern of TADs connected by DNA segments that crosslink to each other with reduced frequency (c.f., *λ DNA* below) is not often observed in MicroC experiments. Instead, most TADs appeared to be directly connected to both of their neighbors without an intervening unanchored loop (Batut et al., 2022; Bing et al., 2024; Levo et al., 2022; see also below). This would suggest that TAD boundaries are typically linked to both neighbors, either simultaneously or as alternating pair-wise interactions.

**Figure 1.**
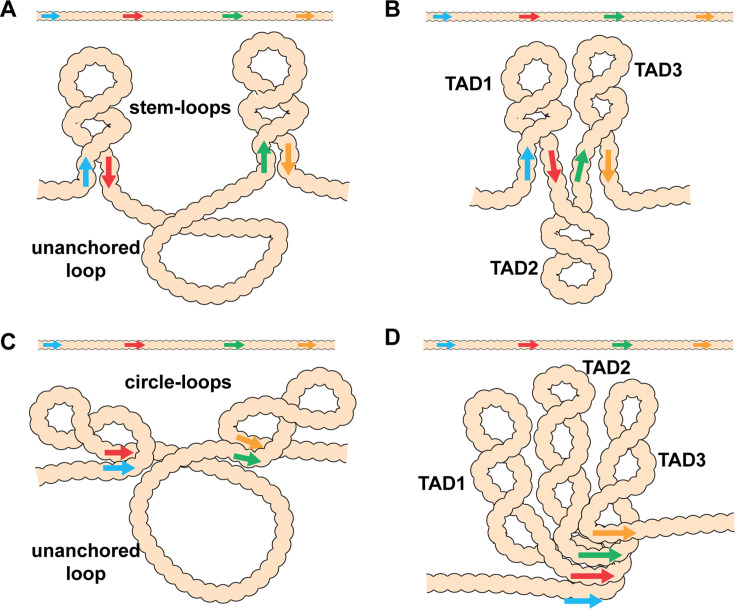
Diagram of the possible loop topologies generated by head-to-head and head-to-tail pairing. (**A**) Head-to-tail boundary pairing (arrows) generates a series of stem-loops linked together by an unanchored loop. In this case, the main axis of the chromosome would correspond to the unanchored loops connecting different stem-loops. (**B**) If boundaries pair with both neighbors (head-to-tail), the stem-loops would be linked to each other by the paired boundaries. In this case the main axis of the chromosome would correspond to the paired boundaries. (**C**) Head-to-head boundary pairing generates a series of circle-loops linked together by an unanchored loop. The unanchored loop will be the main axis of the chromosome. (**D**) If boundaries pair with both neighbors (head-to-head), the chromatin fiber will be organized into a series of circle-loops connected to each other at their base, and these paired boundaries will define the chromosomal axis. In both (**B**) and (**D**), the pairing interactions between the blue and red boundaries need not be in register with the pairing of the red boundary to the next-door green boundary. In this case, the main axis of the chromosome may bend and twist, and this could impact the relative orientation of the stem-loops/circle-loops. More complex structures would be generated by mixtures of stem-loops and circle-loops.

Key to understanding the 3D organization of chromosomes in multicellular eukaryotes will be the identification of TADs that are stem-loops and TADs that are circle-loops. In the studies reported here, we have used MicroC to analyze the contact maps generated by stem-loops and circle-loops. Stem-loop and circle-loop TADs are expected to interact differently with their neighbors, and this should be reflected in the patterns of crosslinking events between neighboring TADs. As illustrated for linked stem-loops in Figure 1B, TAD2 is isolated from its next-door neighbors, TAD1 and TAD3. In this configuration, crosslinking events between sequences in TAD2 and sequences in TAD1 and TAD3 will be suppressed. On the other hand, TAD1 and TAD3 are in comparatively close proximity, and crosslinking between sequences in these two TADs is expected to be enhanced. A different pattern of neighborly interactions is expected for circle-loop TADs. In this case, the TAD in the middle, TAD2, is expected to interact with both of its neighbors (Figure 1D). To test these predictions, we have first compared the MicroC contact profiles for stem-loop and circle-loop TADs. For stem-loops we selected the *eve* TAD, while for circle-loops we chose the four TADs that comprise the *Abd-B* parasegment-specific regulatory domains. We show that these stem-loop and circle-loop TADs have distinctive crosslinking signatures. To confirm these MicroC signatures, we converted the topology of the *eve* TAD from a stem-loop to a circle-loop. In addition to changing the MicroC signature of the *eve* TAD, the change in topology is accompanied by changes in the regulatory interactions between *eve* and its neighbors.

## Results

### Stem-loops versus circle-loops

The distinctive loop topologies of stem-loops and circle-loops are expected to be reflected in the contact maps that are generated in MicroC experiments. To determine if this is the case, we compared the MicroC contact maps for the *eve* TAD and the TADs that correspond to the four *Abd-B* parasegment-specific regulatory domains, *iab-5*, *iab-6*, *iab-7,* and *iab-8*. The *eve* TAD is generated by pairing interactions between the *nhomie* boundary upstream of the *eve* transcription unit and the *homie* boundary downstream. Since *nhomie* and *homie* pair with each other head-to-tail, the *eve* TAD has a stem-loop topology (Fujioka et al., 2016). Unlike the *eve* boundaries, the boundaries that delimit the *Abd-B* regulatory domains are thought to pair with their neighbors head-to-head (Chetverina et al., 2017; Kyrchanova et al., 2008a; Kyrchanova et al., 2011; Kyrchanova et al., 2008b). This means that the parasegment-specific regulatory domain TADs, *iab-5*, *iab-6*, *iab-7,* and *iab-8*, are expected to have a circle-loop topology.

As shown in Figure 2, the *eve* TAD and the four *Abd-B* TADs have distinctive MicroC contact patterns. The *eve* TAD is a ‘volcano’ triangle with a plume. The endpoints of the volcano triangle are delimited by *nhomie* on the left and *homie* on the right, and within the *eve* locus (the volcano), there are additional enhanced interactions. While the volcano triangle is generated by contacts between sequences within the *eve* stem-loop, contacts between sequences in *eve* and in the neighboring TAD on the left, TL (which contains multiple sub-TADs and six genes: *CG15863, CG1418*, *Pal1, CG12133, eIF3j,* and *CG12134*), are much reduced (L-ev in Figure 2A). There is a similar suppression of contacts between sequences in the *eve* TAD and sequences in the large neighboring TAD on the right, TM (which contains *TER94* and *Pka-R2*; ev-M in Figure 2A). On the other hand, as expected from the regulatory interactions observed for stem-loops in boundary bypass experiments (Kyrchanova et al., 2008a), physical contacts between sequences in TL and TM are enhanced compared to those between *eve* and TL (L-ev) or TM (ev-M). Because of the preferential interactions between TADs to either side of the *eve* stem-loop, the *eve* volcano triangle is topped by a plume (L-M in Figure 2A). TM also interacts with the two TADs farther to the left of *eve*, TK (K-M in Figure 2A), and TJ (J-M in Figure 2A; see also Figure 2—figure supplement 1).

**Figure 2.**
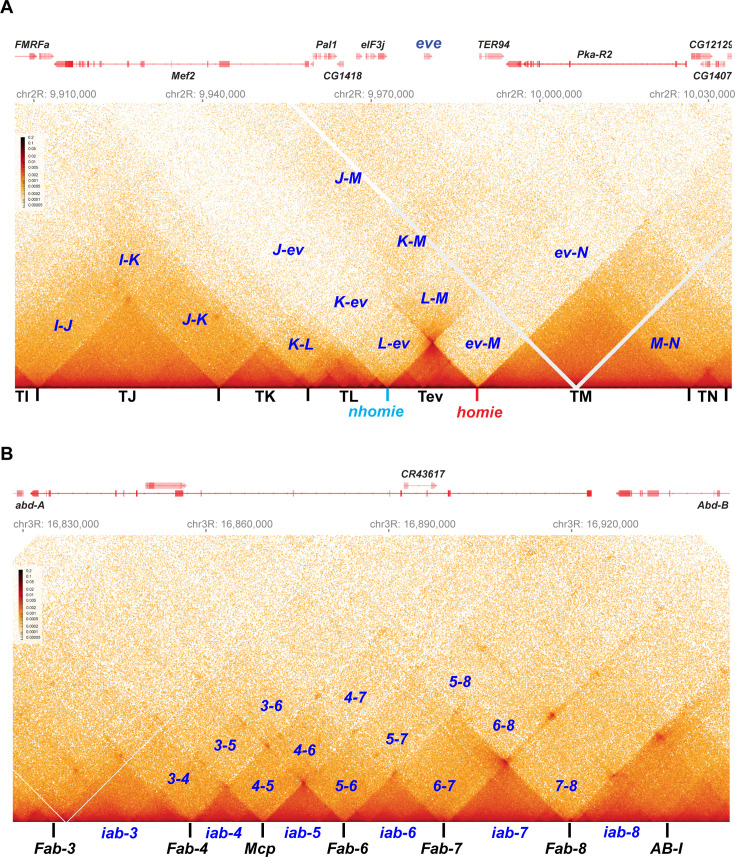
Stem-loops and circle-loops. “*Once in a while you get shown the light in the strangest of places if you look at it right*.”^a^ MicroC contact profile for *Drosophila* wild-type (*yw*) NC14 embryos. The bin size for each panel is 200 bp. (**A**) *eve* and neighboring TADs (TI, TJ, TK TL, TM, and TN). The *eve* TAD is a volcano with a plume that is anchored by *nhomie* (*nh*) and *homie* (*h*). The plume is generated by crosslinking of sequences in the two neighboring TADs. At the bottom of the plume, TL sequences are linked to sequences in TM close to *eve*, including *TER94*. At the next level, sequences in TK are linked to TM (region K-M). In addition, sequences in TL are linked to sequences in TM located beyond the *TER94* gene. At the next level, sequences in TJ are linked to sequences in TM. Note that interactions between sequences in TL and TJ and sequences in TM close to the *eve* TAD are somewhat less frequent than those farther away from the *eve* TAD. Sequences in the neighboring TADs also interact with each other, as indicated. For example, sequences in TK and TJ interact with each other (J–K) and also interact with sequences in TI (I–K and I–J). (**B**) The BX-C gene *Abd-B* and the parasegment- (PS-) specific regulatory domains *iab-3, iab-4*, *iab-5*, *iab-6*, *iab-7*, and *iab-8. iab-4* regulates the *abd-A* gene in PS9, while *iab-5 – iab-8* regulate *Abd-B* in PSs 10–13, respectively. These domains are separated from each other by the boundary elements *Fab-4*, *Mcp*, *Fab-6*, *Fab-7*, and *Fab-8*, as indicated. The *AB-I* boundary is located upstream of the *Abd-B* promoter. Each regulatory domain corresponds to a TAD. Though partially insulated from each other, each TAD interacts with its immediate neighbors. For example, *iab-5* interacts with its immediate neighbors *iab-4* and *iab-6* to give *4–5* and *5–6,* respectively. It also interacts with the next-next-door neighbor *iab-7* (*5-7*) and even its next-next-next-door neighbor *iab-8* (*5-8*). (^a^ From ‘Scarlet Begonias’ by the Grateful Dead, 1974).

**Figure 2—figure supplement 1.**
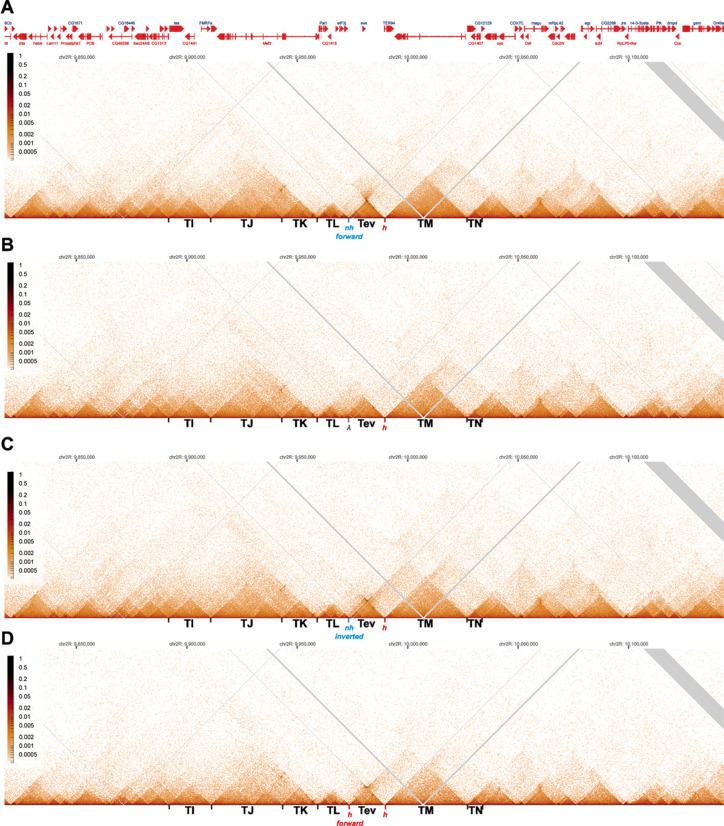
MicroC contact profiles for *nhomie forward*, *lambda DNA*, *nhomie reverse*, and *homie forward* in larger scale. N (replicates) = 2. Resolution = 200. (**A**) MicroC contact maps for the *nhomie forward* replacement. (**B**) MicroC contact maps for the *lambda DNA* replacement. (**C**) MicroC profile of the *nhomie reverse* replacement. (**D**) MicroC profile of the *homie forward* replacement.

Like the *eve* boundaries, the TADs in the *Abd-B* region of BX-C region are connected to their neighbors by the boundaries at their base. As predicted from genetic studies on BX-C boundaries, each TAD corresponds to one of the four parasegment-specific regulatory domains. While the MicroC contact maps for the four *Abd-B* TADs resemble the contact patterns in the *eve* TAD, these *Abd-B* TADs differ from *eve* in that there are no plumes above their triangle peaks (Figure 2B). Instead, the *Abd-B* TADs are overlaid by a series of rectangular interlocking low-density contact (LDC) domains, or clouds. As illustrated in Figure 2B, the *iab-6* regulatory domain is flanked by clouds generated by crosslinking with its next-door neighbors *iab-5* (5–6) and *iab-7* (6–7), followed by crosslinking with neighbors that are a TAD away from *iab-6*, *iab-4* (4–6), and *iab-8* (6–8). The other regulatory domains also form a unique set of interlocking LDCs/clouds with their immediate neighbors, their next-next-door neighbors, and their next-next-next-door neighbors.

### TAD formation in a *nhomie* deletion

To further investigate the pairing properties and functioning of the *eve* boundaries, we used CRISPR-Cas9 to add two attP sites flanking the *nhomie* region, replacing the region with a mini-*white* gene. Using mini-*white* as an exchange marker, ΦC31 recombinase-mediated cassette exchange (RMCE) was used to restore the sequence of the region, with *nhomie* modifications. As a control for possible effects of the sequences introduced in generating the modification, we reinserted a 597 bp *nhomie* DNA fragment in the same orientation as the endogenous *nhomie* boundary (*nhomie forward*). To maintain roughly the same distance between *eve* and the neighboring TAD in the *nhomie* deletion, we introduced a 606 bp DNA fragment from phage λ (*λ DNA*). 

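The *nhomie forward* and *λ DNA* replacements were assayed by MicroC, in which crosslinked chromatin is cut to nucleosomes with MNase, DNA ends that lie close together are ligated, and both ends of each ligated fragment are sequenced. The embryos were 12–16 hr old. The paper gives their stages as 12 to 14, while the sample records give stage 14. The exchanged segment lies on chromosome arm 2R and, by the paper's Methods, starts within *CG12134*, upstream of *eve*. In RefSeq on the Release 6 assembly, *CG12134* spans 9971143 to 9972780, *eve* spans 9979319 to 9980795 and *TER94* spans 9989159 to 9993559, so that 16378 bp separate *CG12134* from *TER94*. There were 2 *nhomie forward* libraries and 3 *λ DNA* libraries. The authors aligned each library to a genome of its own genotype and removed half-mapped pairs, pairs of low mapping quality and duplicates. The values used here are the authors' numbers of remaining pairs, called unique contacts, counted for each library by chromosome, by separation and by read orientation. They are genome-wide, and contacts between single positions, such as those at *eve*, were not analysed here. The *nhomie forward* libraries held 340576138 unique contacts in replicate 1 and 472473246 in replicate 2. The *λ DNA* libraries held 87012109, 197892647 and 163880939 in replicates 1, 2 and 3. Contacts are called cis when both ends lie on the same chromosome arm, and cis pairs under 1 kb include fragments that were never ligated, so cis pairs at 1 kb or more are the ones that inform a contact map. These were 58.2% and 59.1% of the unique contacts in the *nhomie forward* libraries and 37.5%, 50.5% and 50.3% in the *λ DNA* libraries. With so many contacts per library, the counting error of such shares (95% Wilson interval) is at most 0.0109 percentage points on either side, so the spread between libraries, not the depth, sets the error of these shares. These intervals cover counting error only.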

Figure 3 (and Figure 2—figure supplement 1A and B) shows the MicroC contact profiles for the *nhomie forward* and *λ DNA* replacements in 12–16 hr embryos (mid-embryogenesis: stages 12–14). Except that the sequencing depth of the *nhomie forward* replacement is not as great as the WT shown for the *eve* locus in Figure 2, the profile is quite similar. 

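In the merged data, *nhomie forward* had 813049384 unique contacts, of which 477428573 were cis pairs at 1 kb or more. The *λ DNA* replacement had 448785695 and 214898928. Over the separations of 10000 to 17783 bp, the files' distance class that holds the separation of *CG12134* and *TER94*, a pixel of 200 bp by 200 bp held on average over the genome 1.47 contacts in *nhomie forward* and 0.644 in *λ DNA*. These averages are sums over libraries and have no replicate error. Single *nhomie forward* libraries gave 0.608 and 0.857 contacts per pixel, and single *λ DNA* libraries 0.0977, 0.300 and 0.247. The WT libraries of NC14 embryos were not analysed here.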

Like WT, there are sub-TADs within the *eve* TAD. One of these appears to link *homie* and the neighboring PRE to the *eve* promoter-proximal PRE (Fujioka et al., 2008), and is marked by an interaction dot (asterisk in Figure 3A). Another links *nhomie* to the *eve* promoter region (blue arrow in Figure 3A). The *eve* TAD is topped by a plume, which is generated by interactions between sequences in neighboring TADs TL with TM (L-M). On the other hand, interactions between *eve* and its neighbors are suppressed. Like *eve*, there are sub-TADs in the neighboring TAD, TL. The TL sub-TAD closest to *eve* (TL4) corresponds to the *CG12134* transcription unit (green arrowhead marks the boundary: Figure 3), while the neighboring sub-TAD (TL3) encompasses the *eIF3j* transcription unit (blue arrowhead: Figure 3).

**Figure 3.**
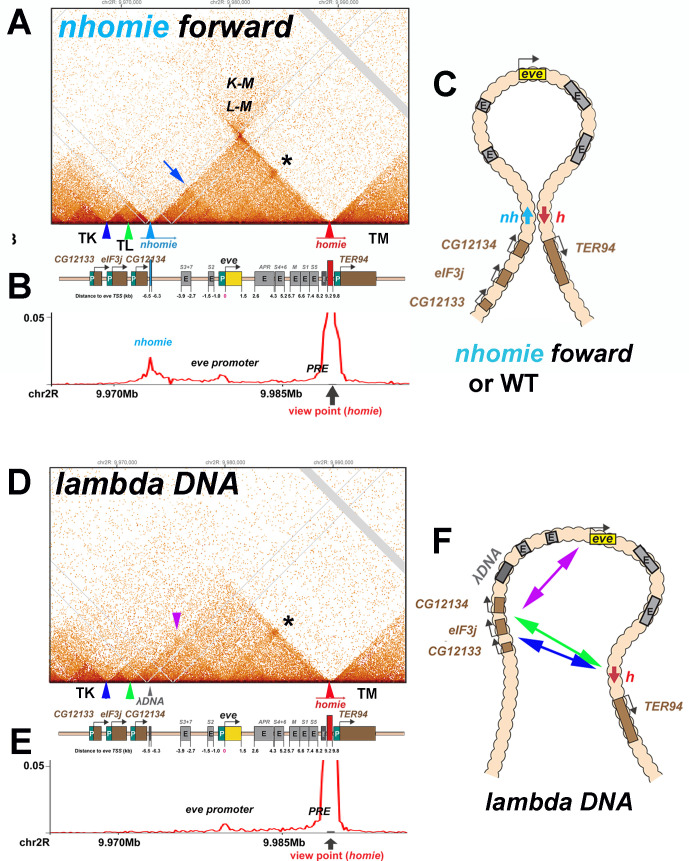
TAD organization of the *nhomie forward* and *lambda DNA* replacements. (**A**) MicroC contact profile of 12–16 hr embryos (stage 12–14) *nhomie forward* embryos. In this, our positive control, *nhomie* replaces endogenous *nhomie*, in the same orientation. N (replicates) = 2. Resolution = 200 bp. L-M: interactions between TADs TL and TM flanking the *eve* locus. Asterisk: sub-TAD linking the *eve* promoter to the *eve* PRE and *homie*. Dark blue arrow: sub-TAD linking the *eve* promoter to *nhomie*. Light blue arrow: *nhomie*. Red arrow: *homie*. Green arrowhead: sub-TAD boundary formed by the *CG12134* promoter region. Dark blue arrowhead: sub-TAD boundary formed by *eIF3j* promoter region. Diagram: map of *eve* locus and surrounding genes. (**B**) Virtual 4C with viewpoint from *homie* (black arrow) in *nhomie forward* embryos. (**C**) Diagram of the *eve* stem-loop TAD. (**D**) MicroC contact profile of 12–16 hr *λ DNA* embryos. In this replacement, λ DNA is inserted in place of *nhomie*. N (replicates) = 3. Resolution = 200 bp. Asterisk: sub-TAD linking the *eve* promoter to the *eve* PRE and *homie*. Purple arrowhead: sub-TAD linking *CG12134* promoter region to the *eve* promoter. The *eIF3j* sub-TAD TL3 (between the blue and green arrowheads) is still present. (**E**) Virtual 4C with viewpoint from *homie* (black arrow) in *λ DNA* embryos. (**F**) Diagram of the ‘unanchored’ *eve* TAD. Double arrows show novel interactions.

The MicroC profile of the *λ DNA* replacement (Figure 3D) is quite different from that of either *nhomie forward* or WT, which are similar (Figures 2A and 3A). While *homie* still defines the distal (relative to the centromere) end of the *eve* locus, the *λ DNA* replacement does not function as a TAD boundary, and the leftward endpoint of the *eve* TAD is no longer well-defined. One new ‘endpoint’ for the *eve* locus maps to sequences between *CG12134* and *eIF3j* (green arrowhead), which in wild type corresponds to the left boundary of the TL sub-TAD TL4. The other endpoint maps to sequences between *eIF3j* and *CG12133* (blue arrowhead), which in wild type define the left boundary of the TL sub-TAD TL3. These interactions are not as stable as those between *nhomie* and *homie* as the density of interaction dots is lower. Furthermore, they appear to flip back and forth between alternative endpoints (as indicated by the green and blue double arrows in Figure 3F) based on the MicroC contact profile, which is consistent with a mixture of (at least) two conformations. The *eve* TAD also interacts with sequences in the two other TL sub-TADs, TL1 and TL2. In addition, the *eve* promoter appears to interact with sequences located upstream of *CG12134* (purple arrowhead in Figure 3D and double arrow in Figure 3F), while this interaction is not observed in the *nhomie forward* replacement. While the TL TAD (from the TK:TL boundary to *nhomie*) is also disrupted by the *nhomie* deletion (it has a much less distinct ‘volcano apex’, and its right-most sub-TAD TL4 is now fused with the *eve* TAD), the left-most TL sub-TADs (TL1, TL2, and TL3) are still present, indicating that their formation does not depend on *nhomie*. As shown in the virtual 4C at *homie* viewpoint in Figure 3B and E, the *homie* boundary interacts with the *nhomie forward* replacement, but does not contact the *λ DNA* replacement.

### *eve* enhancers activate *eIF3j* expression in the *nhomie* deletion

In transgene assays, boundary elements block regulatory interactions when interposed been enhancers (or silencers) and reporter genes (Chetverina et al., 2014; Chetverina et al., 2017; Kellum and Schedl, 1992). To determine whether this is also true in their endogenous context, we compared the expression in syncytial blastoderm embryos of the two genes that flank *nhomie* at the *eve* locus, *eIF3j* and *CG12134*. As the *nhomie* deletion eliminates *homie*’s pairing partner and disrupts the *eve* TAD, we also examined the expression of *eve* and of the gene just beyond the *homie* boundary, *TER94*, which has strong maternal expression through stage 11 (Figure 4—figure supplement 2B, WT). Consistent with the seemingly normal MicroC profile on the *homie* side of the *eve* TAD, we did not detect evidence of *eve*-like *TER94* expression (Figures 4 and 5). Thus, the formation and functioning of the TM TAD do not appear to be impacted by either the loss of *nhomie per se* or the fact that the left end of the *eve* TAD is no longer properly anchored.

**Figure 4.**
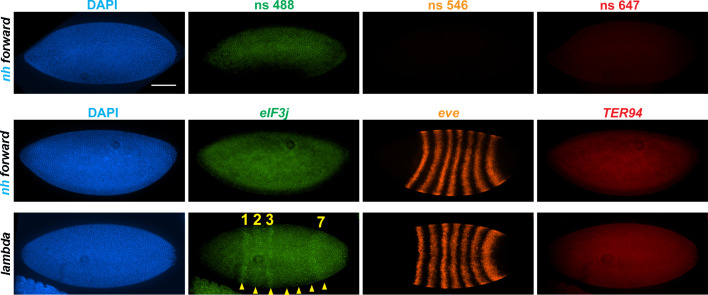
*nhomie* deletion (*λ DNA* replacement) exposes *eIF3j* to the *eve* enhancers. *nh forward*: positive control, as in Figure 3. *λ DNA: nhomie* is replaced with λ DNA. At the syncytial blastoderm stage, a series of stripe-specific enhancers upstream (stripes 1, 2, 3, 7) and downstream (stripes 1, 4, 5, 6) of the *eve* gene drive *eve* expression. During cellularization of the blastoderm and gastrulation, a single enhancer located upstream of *eve* drives expression of all seven stripes. DAPI: DNA stained with DAPI (blue). *eIF3j*: embryo hybridized with probe complementary to *eIF3j* mRNA. *eve*: embryo hybridized with probe complementary to *eve* mRNA. *TER94*: embryo hybridized with probe complementary to *TER94*. Yellow arrowheads: *eve*-enhancer-driven *eIF3j* stripes. Control nonspecific probes for each channel indicate autofluorescence background in the top panel. Scale bar = 100 µm.

**Figure 4—figure supplement 1.**
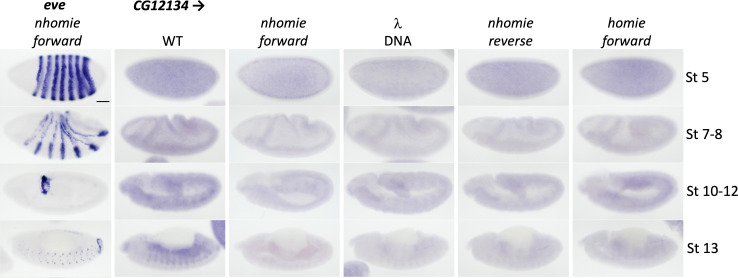
Expression of *CG12134* in WT (*yw*) and the four *nhomie* replacements. Digoxigenin *in situ* hybridization was used to detect expression of *CG12134* during development in the indicated genetic backgrounds. Approximate developmental stages of the embryos in each genetic background are shown on the right. As controls, embryos of similar stages were hybridized with an *eve* probe. Scale bar = 50 µm.

**Figure 4—figure supplement 2.**
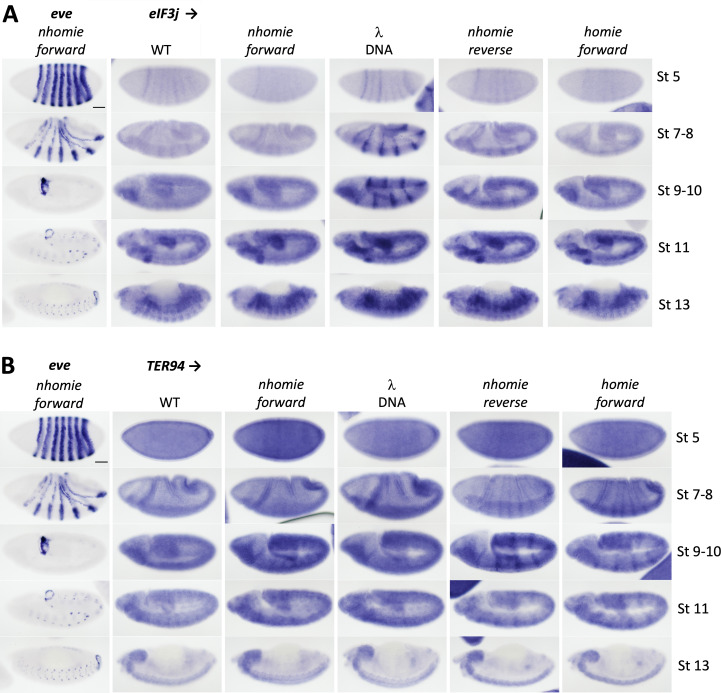
Expression of *eIF3j* (*Adam*) and *TER94* in WT (*yw*) and the four *nhomie* replacements. Digoxigenin *in situ* hybridization was used to detect expression of (**A**) *eIF3j* and (**B**) *TER94* during development in the indicated genetic backgrounds. Approximate developmental stages of the embryos in each genetic background are shown on the right. As controls, embryos of a similar stage were hybridized with an *eve* probe. Note that unlike the HCR-FISH results shown in Figure 4, we can detect a low level of *eIF3j* stripe expression in WT (*yw*) and *nhomie forward* stage 5 embryos. The difference is likely due to the fact that signal amplification in the digoxigenin *in situ* hybridization procedure is nonlinear, resulting in greater contrast between background and signal when staining conditions are optimal. Scale bars = 50 µm.

**Figure 5.**
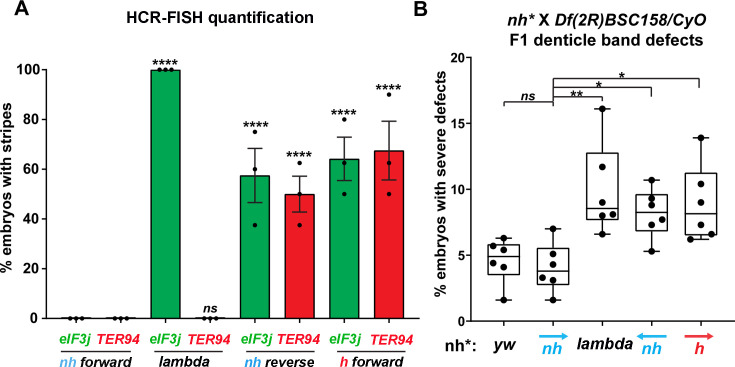
Manipulating the *nhomie* boundary impacts the regulatory landscape. N = # of independent replicates, n = # of embryos. Two-way ANOVA with Tukey’s multiple comparisons test for each pair of groups was used to determine the statistical significance. *p≤0.05, **p≤0.01, ***p≤0.001, and ****p≤0.0001. (**A**) Quantitation of the number of embryos showing stripe patterns in HCR-FISH for *eIF3j* and *TER94,* as shown in Figures 4 and 7. N = 3. n = 45 for each group. (**B**) Quantitation of the number of missing ventral denticle bands in larvae from a cross of *BSC/CyO,hb-lacZ* deficiency females to males of the indicated genotypes (N = 6): wild-type control (*yw*), n = 767. For the *nhomie forward* replacement, n = 1099; for the *λ DNA* replacement, n = 1175; for the *nhomie reverse* replacement, n = 1083; for the *homie forward* replacement, n = 1137.

In the case of the gene closest to the *nhomie* deletion, *CG12134*, we were unable to consistently detect transcription driven by the *eve* enhancers in either *nhomie forward* or *λ DNA* embryos. In some *λ DNA* embryos, there were hints of stripes at the blastoderm stage (see Figure 4—figure supplement 1); however, these ‘stripes’ were not observed in most embryos. Since *CG12134* (which forms the TL4 sub-TAD in wild type) is closest to the *eve* enhancers and interacts most strongly, it is possible that the promoter is not compatible with the *eve* enhancers. A different result was obtained for *eIF3j* in *λ DNA* embryos. As shown in the HCR-FISH experiment in Figure 4 and quantitated in Figure 5, we observed a series of *eIF3j* stripes over a dark background in pre-cellular blastoderm embryos. As this background hybridization is evident in earlier stages, much of it is likely to be of maternal origin. In contrast to the *λ DNA* replacement, these stripes are not visible in the *nhomie forward* (control) replacement (Figures 4 and 5A). While it is possible to detect all seven stripes in *λ DNA* blastoderm stage embryos, their levels of expression are not equal. The highest levels correspond to *eve* stripes 1, 2, 3, and 7, while *eve* stripes 4, 5, and 6 are expressed at much lower levels. Since the stripe enhancers for 1, 2, 3, and 7 are located between the *eve* promoter and *nhomie*, they are closer to the *eIF3j* promoter than the enhancers for stripes 4, 5, and 6, which are located downstream of the *eve* transcription unit. In addition to possible effects of distance, the subdomain linking the *eve* PRE and *homie* to the promoter is still observed in the *λ DNA* replacement, and this could partially sequester the enhancers located downstream of the *eve* promoter.

We also used digoxigenin *in situ* hybridization to analyze *eIF3j* expression. With this procedure we were able to detect a low level of *eve*-activated *eIF3j* stripe expression in WT and *nhomie forward* embryos at stage 5 (blastoderm) and stages 7–8 (early gastrula: Figure 4—figure supplement 2A). In stage 5 embryos when *eve* expression is driven by specific stripe enhancers, *eIF3j* expression appears to be similar in all seven stripes (Figure 4—figure supplement 2, WT and *nhomie forward*). In contrast, as was observed in the HCR-FISH experiments (Figure 4), there is a clear bias for enhancers located upstream of *eve,* where *eIF3j* is also located, in the *λ DNA* replacement at this point in development. In stage 7–8 embryos, the seven-stripe enhancer drives *eve* expression. It is located close to *nhomie* and, not surprisingly, high levels of *eIF3j* expression are observed in all seven stripes in the *λ DNA* replacement (Figure 4—figure supplement 2A). At later embryonic stages, *eve* expression is driven by tissue-specific neurogenic, mesodermal, and anal plate enhancers. However, *eIF3j* is expressed at high levels in a complex pattern in older embryos, and we were unable to unambiguously detect expression driven by the *eve* enhancers over this background mRNA. This is also not surprising, given that all of the enhancers for these aspects of *eve* expression are located downstream of the *eve* promoter, like the enhancers driving stage 5 stripes 4, 5, and 6.

While the *nhomie* deletion did not have any obvious impact on the level or pattern of *eve* expression in blastoderm stage embryos (see Figure 4), it seemed possible that *eve* activity was not entirely normal. To test this possibility, we mated males homozygous for either *λ DNA* or *nhomie forward* to females heterozygous for a chromosomal deficiency that includes the *eve* gene. We then quantitated the number of missing denticle bands in embryonic cuticle preps. As shown in Figure 5B, the frequency of larvae with ‘severe’ defects (two or more missing ventral denticle bands) in *nhomie forward* is similar to that in a WT *yw* control. In contrast, in the *λ DNA* replacement, the frequency of larval cuticles with two or more missing denticle bands is increased nearly twofold. Taken together, the increase in severity of the cuticle defects is significant at the p<0.01 level (one-tailed *t*-test). The A6 denticle band is missing most frequently, followed by A2, A4, and then A8. These even-numbered abdominal denticle bands are those that are lost in *eve* deficiency mutants (from which the name *even skipped* comes), suggesting that *eve* stripe expression at blastoderm stages is compromised in the embryos that produce these defective cuticles.

### The *eve* TAD is converted from a stem-loop to a circle-loop by inverting *nhomie*

The orientation of boundary:boundary pairing interactions determines the topology of each chromatin loop (Bing et al., 2024; Fujioka et al., 2016). Since *nhomie* and *homie* pair with each other head-to-tail, the endogenous *eve* TAD is a stem-loop. This orientation dependence means that one can convert the *eve* TAD from a stem-loop to a circle-loop by inverting the *nhomie* boundary. If our expectations are correct, the MicroC contact pattern will also be transformed from a volcano triangle with a plume to one in which sequences in the *eve* TAD are flanked by a cloud of crosslinked sequences from both neighboring TADs (TL and TM), like that observed in the *Abd-B* region of the BX-C.

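Embryos carrying *nhomie* in the reverse orientation were assayed by MicroC in 3 libraries, and the authors counted the remaining pairs of each library after the same alignment and removal steps as for *nhomie forward*. Replicates 1, 2 and 3 held 179238180, 212757413 and 170588245 unique contacts. In replicate 1, 24.7% of them were cis pairs at 1 kb or more, against 54.6% and 54.3% in replicates 2 and 3. Most of the remainder in replicate 1 were inward-facing pairs under 1 kb, the orientation that an unligated fragment gives, which made up 55.4% of its unique contacts against 21.4% and 21.7% in replicates 2 and 3. Replicate 1 also had 0.561 trans contacts, with the ends on different arms, for each cis contact at 1 kb or more, against 0.237 in each of replicates 2 and 3. From 10 kb to 1 Mb its contacts decayed less steeply with distance than those of the other libraries, with a slope of log10 contacts per bp on log10 separation of -1.20 in replicate 1 and -1.27 in replicates 2 and 3. From 1 kb to 100 kb this did not hold, with slopes of -1.14 in replicate 1 and -1.12 in replicates 2 and 3. In the merged data, *nhomie reverse* had 562583838 unique contacts, 252984510 cis pairs at 1 kb or more and 0.730 contacts per pixel of 200 bp at separations of 10000 to 17783 bp. Replicates 1, 2 and 3 alone gave 0.108, 0.346 and 0.276 contacts per pixel. Replicate 1 gave 31.9% of the merged unique contacts but 17.5% of the merged cis pairs at 1 kb or more.

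**Figure D1:**
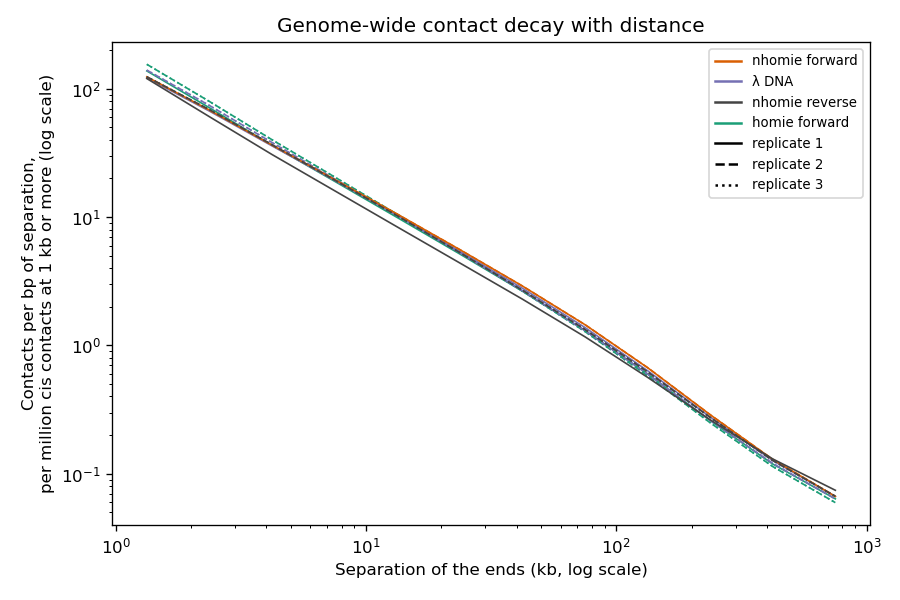
Contacts per bp of separation, scaled to the same number of cis contacts at 1 kb or more in every library (y axis, log scale) against the separation of the ends in kb (x axis, log scale), one line per library, coloured by genotype and dashed by replicate. The *nhomie reverse* replicate 1 line, with a slope of -1.20 from 10 kb to 1 Mb, lies below the other lines at about 10 kb and above them near 1 Mb, and lines of replicates 2 and 3 overlie each other.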

We tested this prediction by inserting the *nhomie* boundary in the reverse orientation (*nhomie reverse*). Figure 6A shows that the *eve* TAD is reconstituted by *nhomie reverse* (compare with Figure 3: see also Figure 2—figure supplement 1). The sub-TAD evident in the *nhomie forward* replacement linking *nhomie* to the *eve* promoter is also re-established (blue arrow). In addition, consistent with our expectation, the plume topping the *eve* TAD is gone and is replaced by a much more sparsely populated LDC domain (purple double-arrow and above). The more prominent LDC TAD-TAD interactions (the clouds) are between sequences in the *eve* TAD and the neighboring TADs. On the right, *eve* forms an LDC interaction domain with TM (ev-M). On the left, *eve* interacts most strongly with sequences in TL4, and progressively less strongly with sequences in the sub-TADs TL3, TL2, and then TL1 (L-ev). In addition to restoring the *eve* TAD, the TL TAD is re-established, indicating that the *nhomie* boundary is important in defining both endpoints of the TL TAD. On the other hand, with the exception of the *CG12133* sub-TAD, *nhomie* does not play a role in generating the three other sub-TADs in the TL TAD. The other interesting feature is a 45^o^ band of interaction (just below the purple double-arrow) that includes interactions between sequences in TL4 and sequences in *eve* that appear to be located near the left edge of *homie*. These sequences likely correspond to the *eve* 3′ PRE (Fujioka et al., 2008), located just inside the 3′ end of the *eve* TAD.

**Figure 6.**
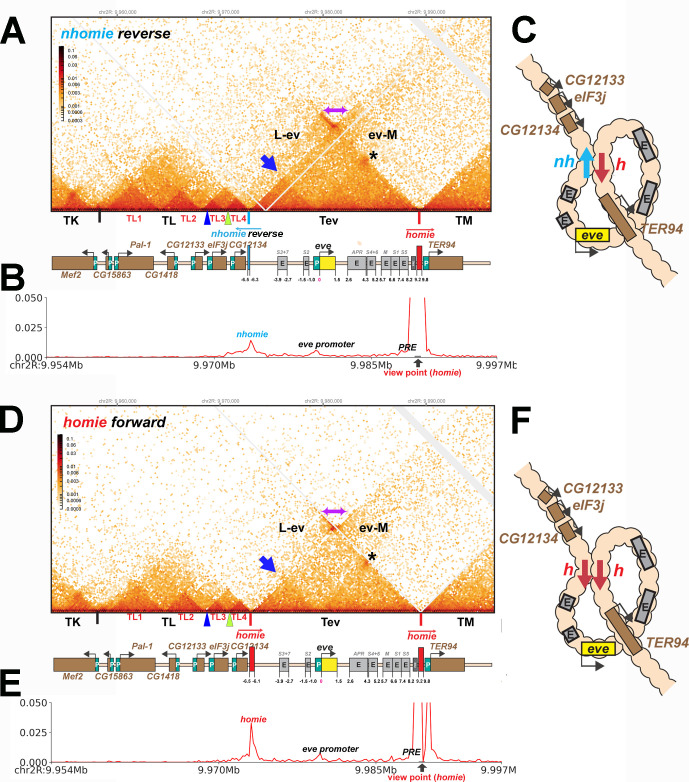
TAD organization of the *nhomie reverse* and *homie forward* replacements. (**A**) MicroC contact profile of 12–16 hr *nhomie reverse* embryos. In this replacement, *nhomie* is inserted in the reverse orientation compared to WT *nhomie*. N (replicates) = 3. Resolution = 200 bp. (**B**) Virtual 4C with viewpoint from *homie* (black arrow) in *nhomie reverse* embryos. (**C**) Diagram of the *nhomie reverse:homie* circle-loop. (**D**) MicroC contact profile of 12–16 hr *homie forward* embryos. In this replacement, *homie* is inserted in the forward orientation (the same as the endogenous *homie*): N (replicates) = 3, resolution = 200 bp. (**E**) Virtual 4C with viewpoint from *homie* (black arrow) in *homie forward* embryos. (**F**) Diagram of the *homie forward:homie* circle-loop. (**A, C**) Note that interactions between the TADs flanking the *eve* locus (purple double arrow) are suppressed compared to *nhomie forward* (see Figure 3), while interactions of the *eve* TAD (Tev) with TL and TM are enhanced (L-ev and ev-M). Asterisk: sub-TAD linking the *eve* promoter to the *eve* PRE and *homie*. Dark blue arrow: sub-TAD linking the *eve* promoter to *nhomie reverse*. Light blue arrow: *nhomie reverse*. Red arrow: *homie*. Green arrowhead: sub-TAD boundary formed by the *CG12134* promoter region. Dark blue arrowhead: sub-TAD boundary formed by the *eIF3j* promoter region.

### Insulation is reduced in *nhomie reverse*

Consistent with the models for stem-loops and circle-loops in Figure 1, the neighborly interactions evident in the MicroC contact patterns for *nhomie forward* and *nhomie reverse* are quite distinct. The *nhomie forward* TAD is isolated from its neighbors, and crosslinking between *eve* and the neighboring TADs is suppressed (Figures 1B and 2A). This is not true for the circle-loop TAD generated by *nhomie reverse*: in this configuration, the *eve* TAD is not sequestered from neighboring TADs (Figures 1D and 2B), but instead interacts much more frequently with sequences in next-door TADs than in the stem-loop configuration. Since the *eve* TAD is no longer as well-isolated from its neighbors, this could increase the frequency of ‘productive’ interactions between *eve* regulatory elements and genes in nearby TADs, and vice versa.

To test whether the circle-loop topology has an impact on the regulatory landscape, we hybridized *nhomie reverse* embryos with HCR-FISH probes for *eIF3j*, *TER94,* and *eve*. In early blastoderm stage *nhomie forward* embryos, there is little evidence of *eIF3j* or *TER94* expression driven by *eve* stripe enhancers, and the HCR-FISH hybridization pattern is uniform (see Figure 4). In contrast, it is possible to discern individual stripes of both *eIF3j* and *TER94* mRNA over the background signal in a subset of *nhomie reverse* blastoderm stage embryos in HCR-FISH (Figure 7). Since these genes are assembled into their own topologically independent looped domains rather than being in the same domain as *eve*, the level of *eIF3j* and also *TER94* stripe expression is lower than that observed in the *nhomie* deletion (*λ DNA*). The *nhomie reverse* circle-loop also differs from the *nhomie* deletion (*λ DNA*) in that there is not such an obvious preference for which *eve* enhancers activate expression. In addition, *eve*-dependent *eIF3*j and *TER94* stripes are detected in only about half of the blastoderm stage embryos (Figure 5A). It is possible that the frequency of productive inter-TAD contacts differs from one embryo to the next; however, a more likely reason is that the high background of *eIF3j* and *TER94* transcripts obscures the low level of *eve* enhancer-driven expression at this stage. Once the seven-stripe enhancer is activated, *eve*-dependent *TER94* expression in *nhomie reverse* is elevated, and all seven stripes are observed (Figure 4—figure supplement 2B). This fits with the MicroC contact profile. As shown in Figure 6A, the *TER94* gene is preferentially crosslinked to *eve* sequences located between *nhomie reverse* and the *eve* promoter compared to sequences spanning the *eve* gene and the downstream enhancers (i.e., the upper-left portion of the ev-M region shows more crosslinking than does the lower-right portion). This bias correlates with the location of the seven-stripe enhancer, located near the 5′ end of the *eve* TAD. By contrast, there is much less seven-stripe enhancer-driven expression of *eIF3j* (Figure 4—figure supplement 2A) than of *TER94*. Consistent with this observation, crosslinking between *eIF3j* and sequences in *eve* close to *nhomie reverse* and the seven-stripe enhancer occur less frequently than crosslinking to sequences on the other side of the *eve* TAD (i.e., the lower-left portion of the L-ev region of the MicroC profile shows less crosslinking than does the upper-right portion), although this crosslinking bias may not be as pronounced as that observed between *TER94* and the two sides of the *eve* TAD.

**Figure 7.**
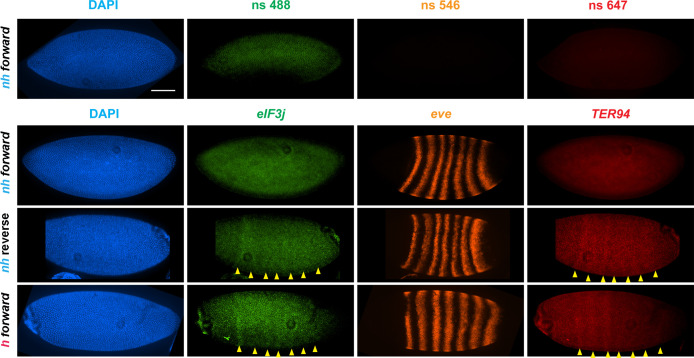
*eve* enhancers activate neighboring genes when the *eve* TAD is a circle-loop. HCR-FISH hybridization to mRNA expressed by *eIF3j*, *eve* and *TER94* at the blastoderm stage (embryonic stage 5). *nh forward: nhomie* is replaced with *nhomie* in the forward (normal) orientation (positive control, as in Figure 3). *nh reverse: nhomie* is replaced with *nhomie* in the reverse orientation. *h forward: nhomie* is replaced with *homie* in the forward orientation. Yellow arrowheads: positions of stripes. DAPI (blue): DNA stained with DAPI. *eIF3j* (green): embryo is hybridized with probe complementary to *eIF3j* mRNA. *eve* (orange): embryo is hybridized with probe complementary to *eve* mRNA. *TER94* (red): embryo is hybridized with probe complementary to *TER94*. Control nonspecific probes for each channel indicate autofluorescence background in the top panel. Scale bar = 100 µm.

While *eve* stripe expression is not discernibly different from wild type, the circle-loop topology still impacts *eve* function. As shown in Figure 5B, the fraction of *nhomie reverse* embryos with two or more missing denticle bands is nearly twice that in either *yw* or the *nhomie forward* replacement. Taken together, the increase in severity of the cuticle defects is significant at the p<0.05 level (one-tailed *t*-test). As was observed for the *λ DNA* replacement, the A6 denticle band is missing most frequently, followed by A2, A4, and then A8.

### *homie forward* converts the *eve* stem-loop into a circle-loop

While the findings in the previous section show that loop topology impacts how sequences in TADs interact with each other and with their neighbors, one might argue that the effects we observed are a reflection of some novel properties of the *nhomie* boundary when it is inverted. To test this possibility, we took advantage of the fact that in addition to pairing with *nhomie*, the *homie* boundary pairs with itself (Fujioka et al., 2016). However, unlike *nhomie:homie* pairing, which is head-to-tail, *homie:homie* pairing is head-to-head. This means that it is possible to convert the *eve* TAD into a circle-loop by inserting *homie* into the *nhomie* deletion in the forward orientation.

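The *homie forward* replacement was assayed in 3 MicroC libraries, which were processed by the authors in the same way as the other replacements. They held 97190642, 126083135 and 92409147 unique contacts in replicates 1, 2 and 3, of which 31.6%, 45.0% and 44.5% were cis pairs at 1 kb or more. After merging, *homie forward* had 315682924 unique contacts and 128469765 cis pairs at 1 kb or more, the fewest among the 4 replacements by both counts. The genome-wide mean was 0.388 contacts per pixel of 200 bp by 200 bp at separations of 10000 to 17783 bp. A single *homie forward* library held 0.0887, 0.173 or 0.125 contacts in such a pixel. The merged *nhomie forward* data therefore had 3.78 times as many contacts as the merged *homie forward* data in this range of separations. This ratio was 1.57 without *nhomie forward* replicate 2, 2.21 without *nhomie forward* replicate 1 and 6.84 without *homie forward* replicate 2. Relative to their own totals, the libraries of *homie forward* lost contacts with distance at slopes of -1.28, -1.31 and -1.31 from 10 kb to 1 Mb.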

As shown in Figure 6D (Figure 2—figure supplement 1), the MicroC contact profile of *homie forward* is similar to that observed for *nhomie reverse*. The plume topping the *eve* TAD in wild type (Figure 2A) or in *nhomie forward* (Figure 3A) is absent. Likewise, instead of being isolated from its neighbors, the *eve* TAD contacts TL and TM. Also like *nhomie reverse*, *homie forward* forms a subdomain within the *eve* TAD linking it to sequences in the *eve* promoter. There is also enhanced crosslinking between sequences in TL4 and sequences on the right end of the *eve* TAD that correspond to the *eve* 3′ PRE (Fujioka et al., 2016).

The MicroC pattern is not the only similarity between *homie forward* and *nhomie reverse*. The functional properties of the *homie forward eve* TAD are also similar. Figure 7 shows that the *eve* enhancers weakly activate both *eIF3j* and *TER94*. As was the case for *nhomie reverse*, expression levels at the blastoderm stage are low and are observed in only about half of the embryos (Figure 5A). After the blastoderm stage, when the seven-stripe enhancer drives *eve* expression, an even higher level of *TER94* expression is observed (Figure 4—figure supplement 2B). In addition, the functioning of the *eve* gene when it is in the circle-loop configuration is not as efficient, and the frequency of *homie forward* embryos with two or more missing denticle bands is twice that of *nhomie forward* (Figure 5B). Taken together, the increase in severity of the cuticle defects is significant at the p<0.05 level (one-tailed *t*-test).

## Discussion

Two different though overlapping classes of chromosomal architectural elements have been identified in flies. One class is the PREs found in many developmental loci. PREs were first discovered because they induce pairing-sensitive silencing of reporter genes (Americo et al., 2002; Kassis et al., 1991). More recent studies have shown that the ability of these elements to physically pair with each other may be their most important function (Batut et al., 2022; Levo et al., 2022). The other class of architectural elements are chromatin boundaries (also called insulators). PRE pairing in *cis* typically takes place within the context of a larger chromosomal domain, or TAD. In contrast, boundary elements are responsible for defining the endpoints of these looped domains (Arzate-Mejía et al., 2020; Batut et al., 2022; Bing et al., 2024; Chetverina et al., 2017; Ibragimov et al., 2023; Stadler et al., 2017). While not much is known about the parameters governing PRE pairing, the pairing interactions of fly boundaries have been studied in some detail. The key features include an ability to engage in promiscuous pairing interactions, distinct partner preferences, and orientation dependence. Of the endogenous (non-*gypsy*) boundaries whose functional properties have been studied in detail, only one*, Fab-7*, appears to be able to pair in both orientations. However, *Fab-7* may be unusual in that its boundary activity depends upon factors that have been implicated in the functioning of PREs (Kyrchanova et al., 2018). For all of the other boundaries studied so far, pairing interactions are orientation-dependent. When fly boundaries pair with themselves, the interactions are head-to-head (Kyrchanova et al., 2008a). This make sense, as the available evidence suggests that self-pairing interactions in *trans* may be largely responsible for the pairing of homologous chromosomes in precise register (Erokhin et al., 2021; Fujioka et al., 2016). In this case, head-to-tail self-pairing would uncouple the loops on the two homologs (and sister chromatids).

Unlike self-pairing in *trans*, pairing interactions between heterologous boundaries in *cis* can be head-to-head or head-to-tail. The topological consequences are quite distinct. The former generates a circle-loop, while the latter forms a stem-loop (Chetverina et al., 2017). In the studies reported here, we have investigated how these two different topologies impact the local chromatin organization. We have also determined whether circle-loops and stem-loops alter the ability of boundary elements to define units of independent gene activity and insulate against regulatory interactions between neighboring TADs.

### *nhomie* deletion disrupts the *eve* TAD

As would be predicted from many different studies (Cavalheiro et al., 2021; Chetverina et al., 2017), deletion of the *nhomie* boundary and replacement with a control *λ DNA* disrupts the *eve* TAD and alters the regulatory landscape. The MicroC profile shows that disruption of the *eve* TAD and the neighboring TADs is one-sided. Within the *eve* TAD, the subdomain linking *homie* and the nearby PRE to the *eve* promoter is unaffected. Likewise, the large TAD, TM, which encompassess both *TER94* and *pka-R2*, and is defined at one end by *homie* and at the other by an uncharacterized boundary element upstream of the *pka-R2* promoter, is intact (Figure 2—figure supplement 1B). In contrast, on the *nhomie* side of the *eve* TAD, the sub-TAD linking *nhomie* to the *eve* promoter is absent and is replaced by a less well-defined sub-TAD linking the *eve* promoter to an element near the *CG12134* promoter. However, the endpoint of the *eve* TAD is no longer distinct, and *eve* sequences are now crosslinked to the *eIF3j* sub-TAD and to sequences in the more distant TL sub-TADs TL3, TL2, and TL1. Consistent with these alterations in the physical organization of the *eve* and neighboring TADs, the *TER94* gene is still insulated from the *eve* enhancers. While sequences in the *eve* TAD physically interact with the gene closest to *nhomie*, *CG12134*, only the next gene over, *eIF3j*, is clearly activated by the *eve* enhancers. Since crosslinking between sequences in *CG12134* and the *eve* TAD is more frequent than crosslinking between the *eIF3j* sub-TAD TL3 and the *eve* TAD, it seems likely that *CG12134* is refractory to activation by the *eve* enhancers. This could be due to an incompatibility between the *CG12134* promoter and the *eve* enhancers. Alternatively, the promoter may not be active at this stage. While *eIF3j* is activated by the *eve* enhancers in stage 5 embryos in the *nhomie* deletion, the stripe enhancers located upstream of the *eve* gene drive a higher level of expression than those located downstream. Two factors in addition to the effects of distance could potentially account for this finding. Since the *eve* promoter is located between the downstream enhancers and the *eIF3j* gene, activation of *eIF3j* by the downstream enhancers could be suppressed by promoter competition. Alternatively, or in addition, the sub-TAD formed between the 3′ PRE/*homie* and the *eve* promoter/proximal PRE (Fujioka et al., 2008) could tend to isolate the downstream *eve* stripe enhancers from interactions with *eIF3j*.

### Topology impacts local 3D genome organization and the potential for regulatory interactions

In boundary bypass experiments using endogenous fly boundaries, the ability of the upstream enhancers to activate the downstream reporter depended on the topology of the loop generated by the paired boundaries (Kyrchanova et al., 2008a). Activation is observed for stem-loops, as this configuration brings the upstream enhancers into close proximity with the downstream reporter. In contrast, the enhancers and downstream reporter are not brought into contact when the topology is a circle-loop. As would be predicted from these bypass experiments, the stem-loop formed by the head-to-tail pairing of *nhomie* and *homie* physically isolates the *eve* TAD from its neighbors, and this is reflected in the low density of contacts between sequences in *eve* and the neighboring TADs (Figure 2A). Conversely, the TADs that flank *eve* are brought together, and contacts between them generate the plume that is observed above the *eve* volcano triangle.

The physical isolation afforded by the stem-loop topology is lost when the *eve* TAD is converted to a circle-loop either by inverting the *nhomie* boundary or by replacing *nhomie* with the *homie* boundary inserted in the forward direction (Figure 6). In the former case, head-to-tail *nhomie:homie* pairing generates a circle-loop. In the latter case, head-to-head pairing of *homie* (inserted in the forward orientation) with endogenous *homie* generates a circle-loop. The alteration in the local 3D organization induced by the conversion of *eve* to a circle-loop is evident from the changes in the MicroC contact pattern. Instead of being isolated from neighboring TADs, the *eve* TAD interacts not only with its immediate neighbors, but also with more distant TADs. As a result, the plume of enhanced contacts linking TM to TL, TK, and TJ is absent and is replaced by contacts between these TADs and the *eve* TAD.

As might be expected from the MicroC contact patterns, the conversion to a circle-loop topology is accompanied by alterations in regulatory interactions between *eve* and the genes in the neighboring TADs (Figure 7, Figure 4—figure supplement 2). Unlike the *nhomie forward* replacement, the *eve* stripe enhancers in both of the circle-loop replacements are able to weakly activate expression of two neighboring genes, *eIF3j* and *TER94*. This pattern of activation mirrors the enhancement in contacts between the *eve* TAD and the neighboring TL and TM TADs evident in MicroC experiments. Thus, though *eIF3j* and *TER94* are clearly shielded from the *eve* enhancers when the *eve* TAD is a circle-loop, a greater degree of isolation from the action of the *eve* enhancers is afforded when the *eve* TAD is a stem-loop.

In addition to reducing insulation from regulatory interactions with genes in neighboring TADs, the circle-loop topology impacts the functioning of the *eve* gene (Figure 5B). For both *nhomie reverse* and *homie forward*, the frequency of multiple denticle band defects compared to the *nhomie forward* control is enhanced in a sensitized genetic background. While we did not detect any obvious reductions in the *eve* stripes in blastoderm stage embryos, the circle-loop provides less insulation than the stem-loop, and it is possible that the neighboring promoters suppress *eve* expression by competing for the *eve* enhancers. Another (nonmutually exclusive) possibility comes from the studies of Yokoshi et al., 2020, who used live imaging to examine the effects of flanking a reporter with the *nhomie* and *homie* boundaries. In their experiments, reporter expression was enhanced over twofold when the reporter was flanked by *nhomie* and *homie*; however, the enhancement was greater when the paired boundaries formed a stem-loop than when they formed a circle-loop.

### Boundary:boundary pairing can generate stem-loops and circle-loops

Our manipulations of the *nhomie* boundary support the notion that TADs can have two different loop topologies, stem-loop and circle-loop, and these topologies impact their physical and biochemical properties. Since circle-loop TADs cannot be generated in the popular cohesin loop extrusion/CTCF roadblock model for the sculpting the 3D genome, it would be important to know whether there are other unambiguous examples of loops with either a stem-loop or circle-loop topology besides those described here. As discussed above, the available evidence suggests that the boundaries in the *Abd-B* regulatory domains pair with their neighbors head-to-head, and thus form circle-loops. While the contact pattern between neighbors in the *Abd-B* region fit with that expected for an array of circle-loop TADs, this has not been confirmed by examining the MicroC profiles before and after manipulating the boundary elements in this region. For this reason, we sought unambiguous examples of chromatin loops generated by the orientation-dependent pairing of endogenous TAD boundaries that have either a stem-loop or a circle-loop topology. The collection of meta-loops described recently by Mohana et al., 2023 provide one such test, as many appear to be generated by the pairing of TAD boundaries, and their local interaction profiles are easily interpreted.

Shown in Figure 8A is a 2.8 Mb meta-loop on chromosome 2L generated by the pairing of two TAD boundaries, labeled blue and purple (block arrows). The pairing of the blue and purple TAD boundaries brings sequences in the TADs flanking the two boundaries into contact, and this generates two rectangular boxes of interaction indicated by the arrows (see also blue double arrows in the diagram on the right). In the rectangular box on the upper left of the contact map, sequences in the TAD containing *CG33543*, *Obp22a,* and *Npc2a* located just upstream of the blue boundary are crosslinked to sequences upstream of the purple boundary in the TAD containing the *fipi* gene. In the rectangular box on the lower right, sequences in a small TAD downstream of the blue boundary (which contains *Nplp4* and *CG15353*) are crosslinked to sequences in a TAD downstream of the purple boundary (which contains *CG3294* and *slf*). As shown in the diagram, this pattern of interaction (upstream-to-upstream and downstream-to-downstream) indicates that the blue and purple TAD boundaries pair with each other head-to-head, and this orientation generates a large loop with a circle-loop topology.

**Figure 8.**
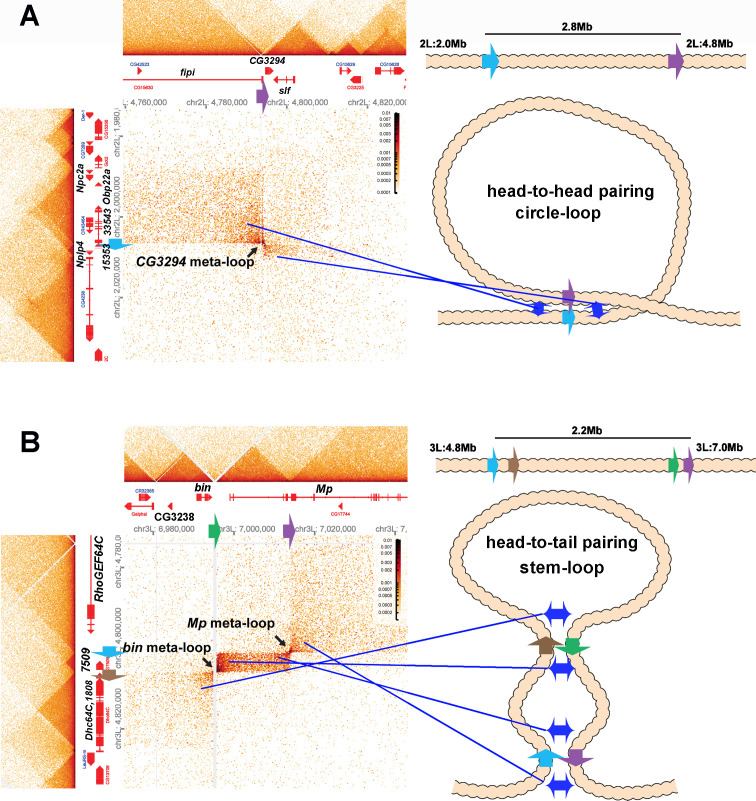
Circle-loop and stem-loop meta-loops. (**A**) *CG3294* circle-loop meta-loop. In this meta-loop, a TAD boundary (blue arrow) located at ~2.0 Mb on chromosome 2L pairs head-to-head with a TAD boundary (purple arrow) located ~2.8 Mb away. As indicated in the diagram, head-to-head pairing generates a circle-loop. In the circle-loop topology, the TAD upstream of the blue boundary is brought into contact with the TAD upstream of the purple boundary, as indicated the diagram (blue double arrows). This generates a rectangular box of enhanced contacts between sequences in the TAD containing the *CG33543*, *Obp22a,* and *Npc2a* genes and sequences in a TAD that contains the *fipi* gene. This box is located on the upper left of the contact map (above and to the left of the black arrow). Sequences in TADs downstream of the blue and purple boundaries are also linked, and this generates a small rectangular box representing sequences in the small *Nplp4* and *CG15353* TAD ligated to sequences in the TAD containing *CG3294* and *slf* (below and to the right of the black arrow). (**B**) The *bin/Mp* meta-loops on the left arm of the third chromosome are generated by the head-to-tail pairing of two sets of boundaries, indicated by the blue, brown, green, and purple arrows. Pairing of the brown and green boundaries generates an ~2.2 Mb stem-loop. Sequences in the TAD downstream of the brown boundary (which contains the *Dhc64C* and *CG1808* genes) are linked to sequences in the TAD upstream of the green boundary (which contains *CG2328* and *bin*). This generates the rectangular box of enhanced contacts on the lower left of the contact map. Pairing of the blue and purple boundaries head-to-tail generates a small stem-loop ‘bubble’ (see diagram). This bubble brings sequences in the TAD containing the most distal *Mp* promoter (blue arrowhead) into contact with sequences in the small TAD containing *CG7509* (see diagram on the right). Interactions between these two TADs generates the small rectangular box of enhanced contacts in the center of the contact map. The head-to-tail pairing of the blue and purple boundaries also bring sequences in the TAD upstream of the blue boundary that contains the *RhoGEF64C* gene into contact with the TAD containing one of the internal *Mp* promoters (black arrowhead). This interaction generates the box of enhanced contacts in the upper-right portion of the contact map. The bin size for each panel is 200 bp; embryos are 12–16 hr old.

**Figure 8—figure supplement 1.**
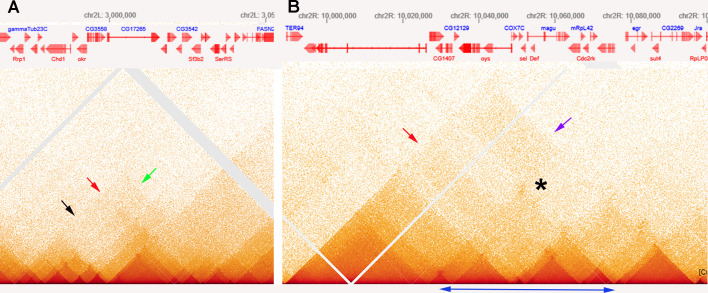
MicroC patterns of DNA segments on the left and right arm of chromosome 2. (**A**) MicroC contact profiles of the left arm of chromosome 2 around 3,000,000 bp. The black arrow indicates where interactions between neighboring TADs are suppressed, as might be expected for a stem-loop configuration. The red arrow just above and to the right of the black arrow points to contacts between next-next-(next)-door neighbors that are enhanced. However, the plume that is formed is one-sided, as indicated by the green arrow. (**B**) MicroC contact profiles for TADs in a portion of the right arm of chromosome 2. The TADs indicated by the double-headed blue arrow at the bottom have a complex pattern of neighbor interactions. The asterisk and purple arrow indicate a potential volcano plume; however, unlike the *eve* volcano triangle and plume, this plume appears to be generated by crosslinking between sequences to either side of the collection of TADs indicated by the double-headed blue arrow. The TAD-to-TAD interaction patterns are further complicated by a band of enhanced crosslinking (red arrow).

The 2.2 Mb meta-loop on chromosome 3L in Figure 8B is more complicated in that it is generated by four TAD boundaries (indicated by blue, brown, green, and purple arrows). The blue and brown boundaries separate a small TAD containing *CG7509* from two larger TADs, while the green and blue boundaries define the endpoints of a TAD containing the most distal promoter (blue arrowhead) of the *Mp* (*Multiplexin*) gene. As indicated in the accompanying diagram, the brown and green boundaries pair with each other head-to-tail as do the blue and purple boundaries. Pairing of the brown and green boundaries generates a large ~2.2 Mb stem-loop that brings sequences in the TAD downstream of the brown boundary, which contains the *Dhc64C* and *CG1808* genes, into contact with sequences in the TAD upstream of the green boundary, which contains the *CG3238* and *bin* (*binou*) genes. This linkage generates the rectangular box of enhanced contacts in the lower-left corner of the contact map. Pairing of the blue and purple boundaries generates a small stem-loop bubble that links sequences in the *CG7509* TAD to the TAD containing the *Mp* distal promoter (blue arrowhead). This connection generates a small rectangular box of enhanced crosslinking in the center of the contact map. In addition, sequences upstream of the blue boundary and downstream of the purple boundary are brought into contact by the head-to-tail pairing of these two boundaries. This generates a third rectangular box of enhanced physical contact in the upper-right corner of the contact map that links sequences in the TAD containing the *RhoGEF64C* gene to sequences in the TAD containing the internal *Mp* promoter (black arrowhead). Note that the positioning of the lower-left and upper-right rectangular boxes of enhanced contact in the *bin-MP* meta-loop is the mirror image of the rectangular boxes of enhanced contact for the *CG3294* meta-loop.

### Stem-loops versus circle-loops

The results we have reported here demonstrate that boundary:boundary pairing in flies generates loops that can have either a stem-loop or a circle-loop topology. An important question is, what is the relative frequency of stem-loops versus circle-loops in the fly genome? The MicroC contact patterns for the stem-loop and circle-loop versions of the *eve* TAD are quite distinct. The former is a volcano triangle with a plume while the latter is a volcano triangle flanked by clouds. A survey of the MicroC contact patterns elsewhere in the non-repetitive regions of the fly genome indicates that volcanoes with plumes are rare (~30). For example, there are two volcano triangles with plumes in the *Antennapedia* complex, and they encompass the *deformed* and *fushi-tarazu* genes (Levo et al., 2022). However, since most of the ‘euchromatic’ regions of the fly genome are assembled into TADs whose MicroC profiles resemble that observed for *eve* circle-loops and the *Abd-B* region of BX-C, it is possible that much of the fly genome is assembled into circle-loops, not stem-loops.

While this suggestion is consistent with the available data, it is based on contact patterns between neighboring TADs, and important caveats remain. For one, the contact patterns between neighboring TADs can deviate in one way or another from that seen in the *Abd-B* region. For example, there are TADs in which interactions with one set of neighbors appear to be suppressed as expected for stem-loops, but the classic plume is absent, as interactions are not suppressed with the other neighbors (c.f., Figure 8—figure supplement 1A). In other cases, there is a series of complicated TAD-TAD interactions topped by a rectangular plume (Figure 8—figure supplement 1, purple arrow). For this reason, it will not be possible to draw firm conclusions about the frequency of stem-loops versus circle-loops genome-wide until the relative orientation of the paired boundaries themselves can be determined directly. On the other hand, it is clear from our studies that both classes of TADs must exist in flies. If, as seems likely, a significant fraction of the TADs genome-wide are circle-loops, this would effectively exclude cohesin-based loop extrusion as a general mechanism for TAD formation in flies. In addition, though stem-loops could be generated by a cohesin-dependent mechanism, it is unlikely that this mechanism is operational in flies, as we have shown here and in Bing et al., 2024 that stem-loops in flies are formed by orientation-dependent boundary:boundary pairing.

Another important question is whether our findings have any relevance to the formation and topology of TADs in mammals. In the most common version of the loop extrusion model, the mammalian genome is assembled into an alternating pattern of stem-loops and unanchored loops (Davidson and Peters, 2021; Higashi and Uhlmann, 2022; Perea-Resa et al., 2021). In this case, one might expect to observe volcano triangles topped by plumes alternating with DNA segments that have a considerably lower density of internal contacts. However, this crosslinking pattern is not observed in published MicroC data sets (Hsieh et al., 2020; Krietenstein et al., 2020). Instead of an alternating pattern of high-density TAD triangles separated by regions of low-density contacts, the TAD triangles are generally linked to both neighbors, just as in flies. Moreover, also like in *Drosophila*, there are few stem-loop volcano TADs topped by plumes. Instead, the crosslinking pattern between neighboring TADs appears similar to that observed for circle-loops in flies. Of course, one problem with these MicroC studies is that the resolution may not be sufficient to detect volcanoes with plumes or the other features predicted by the loop-extrusion model. However, there are no obvious volcanoes with plumes in the much higher resolution RCMC studies of Goel et al., 2023. Instead, the MicroC profiles most closely resemble those seen in the *Abd-B* region of BX-C (c.f. the *Ppm1g* locus in Figure 4 of Goel et al., 2023). Moreover, compromising cohesin activity has minimal impact on the TADs in this region of the mouse genome, as evidenced from the MicroC pattern before and after knockdown. Based on these observations, one can reasonably question whether cohesin-mediated loop extrusion is deployed in mammals as the mechanism for not only generating TADs but also determining TAD boundaries. Clearly, validation of the loop-extrusion/CTCF road-block model as currently formulated will require a direct demonstration that mammalian TADs are exclusively either stem-loops or unanchored loops, and that the endpoints are always (or almost always) determined by CTCF roadblocks.

### TADs and A/B compartmentalization

A/B compartmentalization has been proposed as a mechanism for subdividing the chromosome into discrete domains that is independent of cohesin-mediated loop extrusion and CTCF. In this model, shared biochemical/biophysical properties that reflect the relative transcriptional state of each chromosomal segment drive block polymer co-segregation into a series of discrete domains (Rowley and Corces, 2018; Rowley et al., 2017). While previous studies suggested that the A and B compartments represented Mb-scale DNA segments, in more recent studies, Harris et al., 2023 found that the average compartment size is on the order of 12 kb. Not only is this much smaller than originally suggested, it is also similar in size to that of most TADs in the *Drosophila* genome, including the *eve* TAD. Moreover, in their studies (and also in our data sets), there is close to a one-to-one correspondence between the linear arrangement of individual TADs along the chromosome and the DNA segments that are thought to assemble into discrete domains by co-polymer segregation. This close connection to TADs is also reflected in the patchwork patterns of interacting chromatin domains that are visualized in studies on A/B compartments.

According to this newer version of the compartment model, the chromatin state of each DNA segment determines not only whether it will assemble into a discrete domain, but also how the resulting domain interacts with next-door neighbors, next-next-door neighbors, etc. However, this model does not appear to fit with several of our findings. To begin with, the sequences included in the *eve* TAD and its patterns of interaction with neighboring TADs are essentially the same in NC14 embryos as they are in 12–16 hr embryos. In the former case, *eve* is transcriptionally poised (Chen et al., 2013), probably in most or all nuclei, while in the latter case, the entire *eve* TAD is silenced by a PcG-dependent mechanism in all but a few nuclei (Nègre et al., 2010). However, this transition from potentially active to silenced does not impact the *eve* TAD, nor does it alter how the *eve* TAD interacts with the neighboring TADs that are (mostly) transcriptionally active at both stages of development. Similarly, in the meta-loops we have examined, the transcriptional state of the TADs and their contact patterns with their neighbors are not consistent with a strict partitioning of chromosomal segments into one of two compartments. For example, in the *CG3294* meta-loop (Figure 8A), the three genes (*CG33534*, the odorant binding gene *Obp22a* and the *Npc2a* gene) that comprise the TAD upstream of the blue boundary would be predicted to be in the same chromatin state; however, while *CG33534* and *Obp22a* are not expressed in embryos, the *Npc2a* gene is expressed at high levels during embryogenesis and should partition into a separate TAD. The TAD downstream of the blue boundary contains two transcriptionally repressed genes (*CG15353* and *Nplp4*) in 12–16 hr embryos. This TAD physically interacts with the TAD downstream of the purple boundary that contains *CG3294* and *slf*. According to the A/B compartment model, the *CG15353* and *Nplp4* TAD interacts with the *CG3294* and *slf* TAD because the chromatin in these two TADs share biochemical/biophysical properties that are characteristic of the inactive B compartment. However, unlike *CG15353* and *Nplp4*, both *slf* and *CG3294* are expressed in 12–16 hr embryos, *slf* at a high level and *CG3294* at a low level.

Likewise, if block-polymer co-segregation is the determining factor for both TAD formation and the patterns of TAD:TAD interactions, then our manipulations of the *nhomie* boundary should have only a minimal impact on the MicroC contact maps, unless there are significant changes in the transcriptional status of *eve* and its neighbors. In the *lambda* DNA replacement, the left endpoint of the WT *eve* TAD (the normal location of *nhomie*) in 12–16 hr embryos is lost, and instead it appears to map primarily to the right or left boundaries of the TL-3 sub-TAD. TL-3 contains the *eIF3j* gene, which is expressed at high levels throughout the embryo at this stage, while *eve* itself is silenced by a PcG-dependent mechanism in all but a small number of cells. The *nhomie reverse* and *homie forward* replacements restore the *eve* TAD. This means that in this instance, TAD formation is mediated by the pairing of the two replacement boundaries with *homie* (as demonstrated by the viewpoints in Figure 6) and not by partitioning into an A or B compartment. The replacements also alter interactions between *eve* and the neighboring TADs. Unlike in WT where the *eve* TAD is physically isolated from its neighbors, the *eve* TAD interacts with both neighbors in these two replacements. However, the genes in the neighboring TADs do not share the same biochemical/biophysical state—they are active in 12–16 hr embryos, and so should segregate into the A compartment, while *eve* is inactive and should segregate into the B compartment.

While these observations are inconsistent with a model in which block-polymer co-segregation is responsible for the formation of TADs and determining the pattern of TAD:TAD interactions, this does not rule out a different role, namely in augmenting the insulating activity of boundary elements. One of the defining properties of boundary elements is to restrict the activities of enhancers and silencers, and this helps ensure that the chromatin within a given TAD shares the same biochemical and biophysical properties. The shared biochemical/biophysical properties could in turn enhance the segregation of the chromatin into different compartments, and thus mediate some of the changes we observe. As we cannot rule out the possibility that such biophysical forces augment the functional properties of boundaries, we should add them to the list of downstream events that are dependent upon boundary–boundary interactions and the specific topologies that they can induce. So, while compartment co-segregation may well play a role, on multiple length scales, in mediating the effects of boundaries and other regulatory elements on gene expression and chromosome topology, it certainly cannot ‘replace’ their functional properties as an explanation for those effects.

## Materials and methods

### Creation of *nhomie* deletion flies

To modify *nhomie* at the *eve* locus, we used recombinase-mediated cassette exchange (Bateman et al., 2006). First, we inserted two closely positioned attP sites using CRISPR. The donor plasmid for this was constructed as follows. First, a mini-*white* (*mw*) gene with Glass binding sites (Fujioka et al., 1999) was inserted into pBlueScript. From the standard *mw* gene, the Wari insulator (Chetverina et al., 2008) was deleted. Then, two 102 bp attP sequences (Venken et al., 2011) were inserted, one just 5′ of the Glass binding sites and the other at the 3′ end of the modified *mw*, creating the plasmid pP-attPx2-*mw*. 5′- and 3′-homologous arms were added to both ends. Two gRNA sequences were cloned into plasmid pCFD4 (Port et al., 2014) (Addgene). The donor and gRNA plasmids were injected into a Cas9 line (y[1] M{vas-Cas9.S}ZH-2A w[1118], Bloomington Drosophila Stock Center). This chromosomal modification resulted in one attP site being inserted in the intron of *CG12134*, and the other being inserted between the *eve* 7-stripe enhancer and the 3+7 stripe enhancer. This also deleted 2.2 kb of endogenous sequence, including *nhomie* and the *eve* 7-stripe enhancer.

After identifying a successful insertion (NattPmw), *mw* was replaced by each of the following using RMCE: (1) the previously deleted 2.2 kb, restoring *nhomie* and the *eve* 7-stripe enhancer, to create ‘wild-type *nhomie’’* (*nhomie forward*), (2) the same 2.2 kb sequence, but with 600 bp of phage λ DNA in place of 600 bp *nhomie* (*λ DNA*), (3) the same 2.2 kb sequence, but with 600 bp *nhomie* inverted (*nhomie reverse*), and (4) the same 2.2 kb sequence, but with 600 bp *nhomie* replaced by a copy of ~600 bp *homie* in its native orientation in the chromosome (*homie forward*). Each of these changes was confirmed by sequencing of genomic DNA from the transgenic fly lines.

### Analysis of embryonic cuticle patterns and *in situ* hybridization

To identify defects in developing embryos, embryos were collected for 2.5 hr, and allowed to develop for an additional 20–21 hr at 25°C. Embryos were dechorionated and mounted in a 1:1 mixture of Hoyer’s medium and lactic acid. Mounted embryos were left at room temperature (RT) until they cleared (12–14 days), and the patterns of ventral abdominal denticles were examined and tallied as follows. Loss of at least one-fifth of a denticle band (in A1-A8) was counted as ‘missing’. Fused denticle bands, which rarely occurred, were also counted as a ‘missing’ band. Minor defects such as those within individual denticle rows were not counted.

Digoxigenin (DIG) *in situ* hybridization was performed using DIG-labeled anti-sense RNA against *CG12134*, *eIF3j*, and *TER94*. RNA expression was visualized using alkaline phosphatase-conjugated anti-DIG antibody (Roche), using CBIP and NBT as substrates (Roche). Each set of experiments was carried out in parallel to minimize experimental variation. Representative expression patterns are shown in each figure.

### HCR-FISH

The sequences of target genes were obtained from FlyBase (https://www.flybase.org/; Gramates et al., 2022). To design probes, the target gene sequences were submitted to the Molecular Instruments probe design platform (https://molecularinstruments.com/hcr-rnafish; Choi et al., 2016), with parameters set to a 35 probe set size for *Drosophila melanogaster*. A similar method was designed based on published smFISH methods (Little and Gregor, 2018; Trcek et al., 2017). 100–200 flies were placed in a cage with an apple juice plate at the bottom. For early stages, the embryos were collected for 7 hr, while for later-stage embryos, collections were overnight. Embryos from each plate were washed into collection mesh and dechorionated in bleach for 2 min, then fixed in 5 mL of 4% paraformaldehyde in 1× PBS and 5 mL of heptane for 15 min with horizontal shaking. The paraformaldehyde was then removed and replaced with 5 mL methanol. The embryos were then devitellinized by vortexing for 30 s and washed in 1 mL of methanol twice. Methanol was then removed and replaced by PTw (1× PBS with 0.1% Tween-20) through serial dilution as 7:3, 1:1, and 3:7 methanol:PTw. The embryos were washed twice in 1 mL of PTw and pre-hybridized in 200 μL of probe hybridization buffer for 30 min at 37°C. 0.4 pmol of each probe set were added to the embryos in the probe hybridization buffer, and the embryos were incubated at 37°C for 12–14 hr. The embryos were then washed 3× with probe wash buffer at 37°C for 30 min and 2× with 5× SSCT (5× SSC + 0.1% tween) at RT for 5 min. Then the embryos were pre-amplified with 300 μL amplification buffer for 10 min at 25°C. Meanwhile, 6 pmol of hairpin h1 and h2 were snap-cooled separately (95°C for 90 s, cool to RT with 0.1°C drop per second), and then mixed in 100 μL of amplification buffer at RT. After that, the pre-amplification solution was removed from the embryos, and 100 μL of hairpin h1/h2 mix were added to the embryos. Next, the embryos were incubated for 12–14 hr at RT in the dark. To remove excess hairpins, the embryos were washed in SSCT as follows: 2× for 5 min, 2× for 30 min, and 5× for 5 min. Then, the embryos were washed with 1 mL PTw for 2 min and stained with DAPI/Hoechst at 1 μg/mL for 15 min at RT in the dark. The embryos were then washed with PTw 3× for 5 min. Finally, the embryos were mounted on microscope slides with Vectashield and a #1.5 coverslip for imaging.

### Imaging, image analysis, and statistics

Embryos from HCR-FISH were imaged using a Nikon A1 confocal microscope system, with a Plan Apo ×20/0.75 DIC objective. Z-stack images were taken at interval of 2 μm, 4× average, 1024 × 1024 resolution, and the appropriate laser power and gain were set for 405, 488, 561, and 640 channels to avoid overexposure. Images were processed using ImageJ, and the maximum projection was applied to each of the stack images. To determine the presence of stripes in early embryos, multi-channel images were first split into single channels and the stripe signal was highlighted and detected by the MaxEntropy thresholding method. GraphPad Prism was used for data visualization and statistical analysis. Two-way ANOVA with Tukey’s multiple comparisons test for each pair of groups was used to determine the statistical significance for the percentage of embryos carrying stripes in *eIF3j* and *TER94* channels in each group.

### MicroC library construction for the *nhomie* replacements

Embryos were collected on yeasted apple juice plates in population cages for 4 hr, incubated for 12 hr at 25°C, then subjected to fixation as follows. Embryos were dechorionated for 2 min in 3% sodium hypochlorite, rinsed with deionized water, and transferred to glass vials containing 5 mL PBST (0.1% Triton-X100 in PBS), 7.5 mL n-heptane, and 1.5 mL fresh 16% formaldehyde. Crosslinking was carried out at RT for exactly 15 min on an orbital shaker at 250 rpm, followed by addition of 3.7 mL 2 M Tris-HCl pH 7.5 and shaking for 5 min to quench the reaction. Embryos were washed twice with 15 mL PBST and subjected to secondary crosslinking. Secondary crosslinking was done in 10 mL of freshly prepared 3 mM final DSG and ESG in PBST for 45 min at RT with passive mixing. The reaction was quenched by addition of 3.7 mL of 2 M Tris-HCl pH7.5 for 5 min, washed twice with PBST, snap-frozen, and stored at –80°C until library construction.

Micro-C libraries were prepared as previously described (Batut et al., 2022) with the following modifications: 50 µL of 12–16 hr embryos were used for each biological replicate. 60U of MNase was used for each reaction to digest chromatin to a mononucleosome:dinucleosome ratio of 4. Libraries were barcoded, pooled, and subjected to paired-end sequencing on an Illumina Novaseq S1 100nt Flowcell (read length 50 bases per mate, 6-base index read).

Two or more independent biological replicates were sequenced for each genotype. 

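The independence of the replicates was examined by comparing, within each genotype, how the contacts of a pair of libraries were spread over classes. Trans contacts were divided into the 28 pairs of different chromosome arms, and cis contacts by separation and read orientation. For trans contacts, no difference between replicates 2 and 3 beyond the sampling noise was found in *homie forward* (chi-square test of counts, p = 0.205, chi-square of 1.21 per degree of freedom) or *λ DNA* (p = 0.0635, 1.44 per degree of freedom). In *nhomie reverse*, replicates 2 and 3 differed by slightly more than the sampling noise (chi-square test, p = 0.00324, 1.90 per degree of freedom). Replicate 1 was much farther from replicate 2 in each of these genotypes, with a chi-square per degree of freedom of 445 in *homie forward*, 899 in *λ DNA* and 2890 in *nhomie reverse*. For cis contacts at 1 kb or more, replicates 2 and 3 gave 1.35, 1.74 and 1.29 per degree of freedom in *homie forward*, *λ DNA* and *nhomie reverse*, slightly more than the sampling noise (chi-square tests, p = 0.0251, 7.16e-05 and 0.0485), while replicates 1 and 2 gave 4458, 1879 and 23989. Under 1 kb, where unligated fragments dominate, replicates 2 and 3 differed by far more, 345, 344 and 287 per degree of freedom. The 2 *nhomie forward* libraries differed by 6.69 per degree of freedom in trans contacts, 12.9 in cis contacts at 1 kb or more and 2838 under 1 kb. A chi-square grows with depth, and these are the deepest libraries. The share of contacts that would have to change class to make them equal, 0.0974% for trans contacts and 0.112% for cis contacts at 1 kb or more, was larger than that of replicates 2 and 3 of the other genotypes but of the same order (0.0374% to 0.0606% and 0.0516% to 0.0773%). This share is not corrected for counting noise, which raises it more in the shallower libraries. It therefore does not show that depth explains the larger chi-square of *nhomie forward*. Under 1 kb this share was 1.84% in *nhomie forward*, against 0.743% to 0.929% for replicates 2 and 3 of the other genotypes. Replicates 2 and 3 of *homie forward*, *λ DNA* and *nhomie reverse* were counted as 1 sample in each mean ± SD, a choice made although their cis contacts did differ. This leaves n = 2 for every genotype. The *nhomie forward* libraries were kept as 2 samples, so that their SD may come from libraries no more independent than those pairs. Tests over genotypes are given with all 11 libraries and with the pairs of replicates 2 and 3 as 1 sample.

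**Figure D2:**
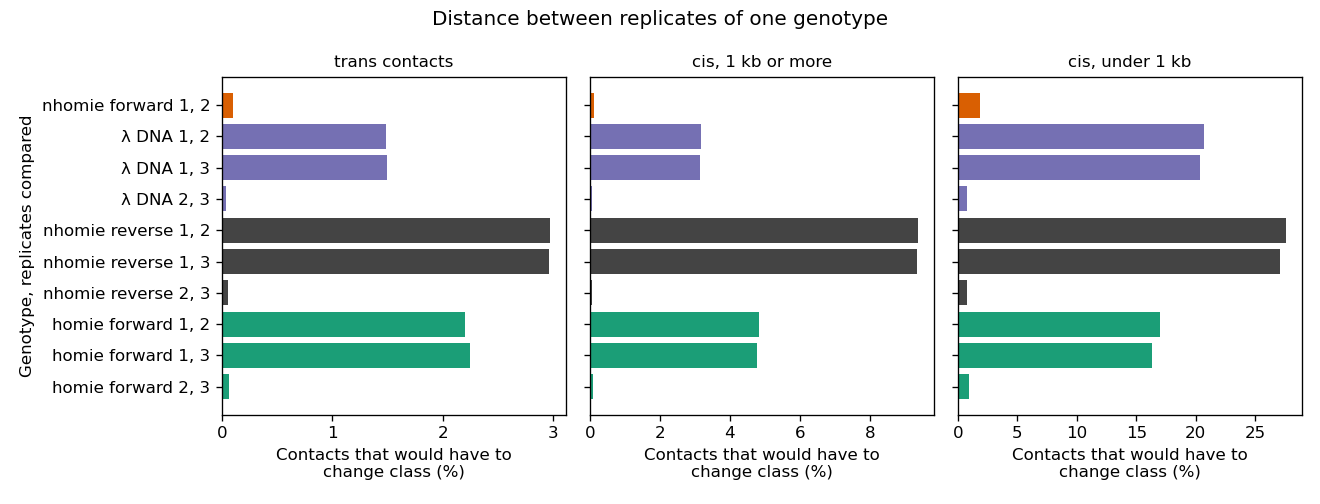
Share of contacts (x axis, %) that would have to change class to make a pair of replicates equal, for trans contacts, cis contacts at 1 kb or more and cis contacts under 1 kb, with one bar per pair of replicates, coloured by genotype. For trans contacts, replicates 2 and 3 of *homie forward*, *λ DNA* and *nhomie reverse* differ by 0.0606%, 0.0374% and 0.0527%, and replicates 1 and 2 by 2.20%, 1.49% and 2.97%, while the *nhomie forward* libraries differ by 0.0974%.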

For each replicate, >1000 embryos were used, and ~250M reads sequenced. 

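Counted after the removal of half-mapped, low-quality and duplicate pairs, the mean number of unique contacts per library was 103M ± 8.52M (SD, n = 2) in *homie forward*, 134M ± 66.4M (SD, n = 2) in *λ DNA*, 185M ± 8.79M (SD, n = 2) in *nhomie reverse* and 407M ± 93.3M (SD, n = 2) in *nhomie forward*. Each pair consists of 2 reads of 50 bases, so that the *nhomie forward* libraries correspond to 681152276 and 944946492 reads and the smallest library, *λ DNA* replicate 1, to 174024218 reads. The numbers before the removal steps were not analysed here.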

Post-sequencing QC analysis was done for every sample, and the QC reports are available along with the sequence data in GEO (GSE263270). 

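Measures of library quality were computed from the authors' pair counts of each library and compared over the 4 genotypes, with 7 measures tested in all, the number of unique contacts included. The cis share of unique contacts was 91.7% ± 1.48 (SD, n = 2) in *homie forward*, 91.4% ± 0.172 (SD, n = 2) in *nhomie forward*, 89.6% ± 0.669 (SD, n = 2) in *λ DNA* and 86.6% ± 0.668 (SD, n = 2) in *nhomie reverse*. Over the 11 libraries this share differed between genotypes (exact permutation test of the F ratio, p = 0.000519, Benjamini-Hochberg adjusted p = 0.00364). With replicates 2 and 3 as 1 sample, the same exact test gave p = 0.0381 and an adjusted p of 0.267, where the smallest p that this design allows is 0.00952, and with the replicate number as a block as well it did not pass (exact p = 0.125). When cis pairs under 1 kb were left out of the total, the difference between *homie forward* and *nhomie reverse* grew from 5.26 to 7.83 percentage points, but *homie forward* (77.2%, 86.1% and 86.0% in replicates 1, 2 and 3) was no longer the highest genotype and lay below *nhomie forward* (87.3% and 87.1%). For this share the test called no difference between genotypes (exact permutation test over the 11 libraries, p = 0.216). Within replicate numbers, *nhomie reverse* had the lowest share each time, below *homie forward* by 13.1, 5.20 and 5.19 points, and with the replicate number as a block the genotypes differed (exact p = 0.0191), but not once replicates 2 and 3 were counted as 1 sample (exact p = 0.0833 with the block and 0.295 without). The share of cis contacts at 1 kb or more was 64.2% ± 0.797 (SD, n = 2) in *nhomie forward*, 49.0% ± 10.6 (SD, n = 2) in *λ DNA*, 45.6% ± 23.9 (SD, n = 2) in *nhomie reverse* and 41.5% ± 9.45 (SD, n = 2) in *homie forward*. The test over the 4 genotypes called no difference in it (exact permutation test, p = 0.383, and p = 0.495 with replicates 2 and 3 as 1 sample). The decay slope from 10 kb to 1 Mb lay between -1.31 and -1.20 in all libraries and did not pass the threshold of 0.05 (exact permutation test, p = 0.0547), although it did with the replicate number as a block (exact permutation within replicate numbers, p = 0.0451). The excess of inward-facing over other pairs under 1 kb, given as the range of the 4 orientation classes over their mean, was between 195% and 348% and did not differ between genotypes (exact permutation test, p = 0.522; with the block, exact p = 0.0295). The X chromosome held 14.2% to 15.0% of the contact ends on X and autosomes (exact permutation test, p = 0.529; with the block, exact p = 0.00347), and the Y chromosome 0.0700% to 0.102% of all contact ends (exact permutation test, p = 0.553). With replicates 2 and 3 as 1 sample and no block, the slope, the orientation imbalance, the X share and the Y share gave exact p = 0.114, 0.476, 0.448 and 0.457. With the block as well, the slope, the imbalance and the X share gave exact p = 0.167, 0.208 and 0.0833, where 0.0417 is the smallest possible.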

The raw sequencing data are also available in GSE263270 for use in further bioinformatics analysis. The figures present the merged data from all independent biological replicates for each genotype. The total read numbers in the merged data are very similar for each genotype (~500M reads). 

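The sums of unique contacts over the libraries of each genotype, which stand in for the merged data, were 813M in *nhomie forward* from 2 libraries, and 563M in *nhomie reverse*, 449M in *λ DNA* and 316M in *homie forward* from 3 libraries each. The largest sum was 2.58 times the smallest. As reads, with 2 per pair, the sums were 1626M, 1125M, 898M and 631M. A sum has no replicate error, and single libraries weigh heavily in it. For all unique contacts, the ratio of *nhomie forward* to *homie forward* was 1.08 without *nhomie forward* replicate 2, 1.50 without *nhomie forward* replicate 1 and 4.29 without *homie forward* replicate 2. For cis pairs at 1 kb or more, the sums were 477M, 253M, 215M and 128M in the same order of genotypes, a ratio of 3.72 between *nhomie forward* and *homie forward*, which was 1.54, 2.17 and 6.65 without these same libraries. Per library, the geometric mean of *nhomie forward* was 3.85 times that of *homie forward*, and the number of unique contacts differed between genotypes over the 11 libraries (exact permutation test of the F ratio on log2 counts, p = 0.00351, Benjamini-Hochberg adjusted p = 0.0123 over 7 measures). For cis pairs at 1 kb or more, the alternative that moved the ratio most, the ratio per library was 5.67. The test over the 4 genotypes gave p = 0.0288 there (exact permutation test). With replicates 2 and 3 counted as 1 sample, a choice made after the data were seen, the difference was no longer larger than the spread between samples (exact permutation test, p = 0.0762, and p = 0.125 with the replicate number as a block).

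**Figure D3:**
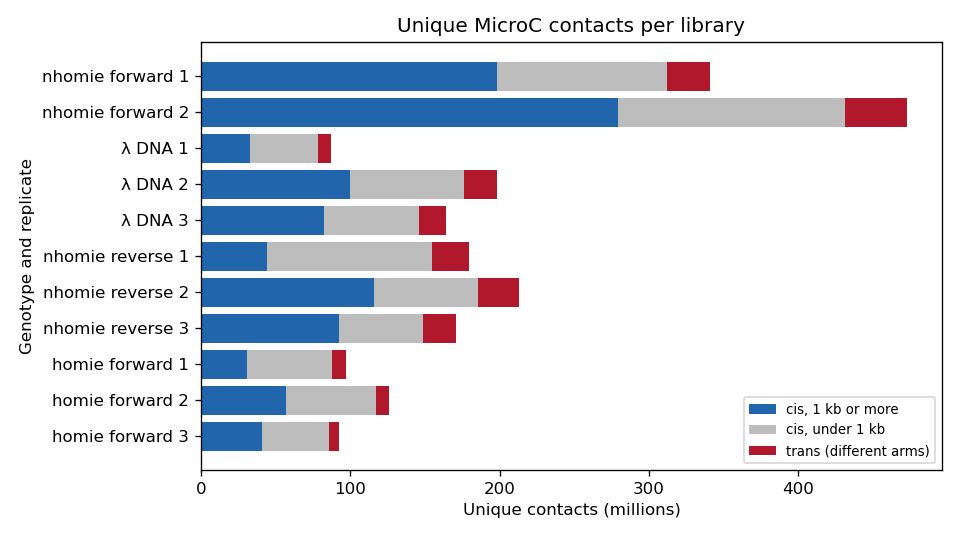
Unique contacts per library (x axis) for each genotype and replicate (y axis). Bars are divided into cis contacts at 1 kb or more, cis contacts under 1 kb and trans contacts. Both *nhomie forward* libraries hold more contacts than any library of the other replacements, and *nhomie reverse* replicate 1 has 44242482 cis contacts at 1 kb or more out of 179238180.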

For NC14 embryo MicroC (Figure 2), public data sets GSE171396 and GSE173518 were used (Batut et al., 2022; Levo et al., 2022).

### MicroC data processing

MicroC data for *D. melanogaster* were aligned to custom genomes edited from the Berkeley Drosophila Genome Project (BDGP) Release 6 reference assembly (dos Santos et al., 2015) with BWA-MEM (Li and Durbin, 2009) using parameters **-S -P -5 -M**. 

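The libraries' statistics list the lengths of 8 chromosomes of the genome to which each library was aligned, and 7 of these had one length in all libraries. Only the length of arm 2R, which carries *eve*, differed, and it was the same in all libraries of a genotype. It was 25287530 bp for *nhomie forward*, 25287541 bp for *λ DNA*, 25287540 bp for *nhomie reverse* and 25287480 bp for *homie forward*. Relative to *nhomie forward*, 2R was thus longer by 11 bp in *λ DNA* and by 10 bp in *nhomie reverse*, and its length in *homie forward* differed by -50 bp. No 2 genotypes were therefore aligned to the same genome, whereas one length within a genotype does not by itself show one sequence. Whether the sizes of the inserts account for the differences in 2R length was not tested.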

The resultant BAM files were parsed, sorted, de-duplicated, filtered, and split with Pairtools (https://github.com/open2c/pairtools; Goloborodko, 2024). 

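Of the pairs counted in the 11 libraries, 0 were unmapped, 0 were half-mapped and 0 were marked as duplicates, so these counts were made after the removal steps. In every library, 97.7% to 98.7% of the pairs had both ends mapped uniquely. The remaining pairs, from 1.32% in *homie forward* replicate 3 to 2.33% in *nhomie forward* replicate 1, had one read that itself crossed a ligation and whose position Pairtools recovered. The share of pairs lost at each step, and hence the mapped and duplicate shares of the libraries, were not analysed here.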

We removed pairs where only half of the pair could be mapped, or where the MAPQ score was less than three. The resultant files were indexed with Pairix (https://github.com/4dn-dcic/pairix; Lee, 2024). The files from replicates were merged with Pairtools before generating 100 bp contact matrices using Cooler (Abdennur and Mirny, 2020). Finally, balancing and Mcool file generation were performed with Cooler’s Zoomify tool.

Virtual 4C profiles were extracted from individual replicates using FAN-C (Kruse et al., 2020) at 400 bp resolution. The values were summed across replicates and smoothed across three bins (1.2 kb). The *homie* viewpoint was set to the 549nt *homie* sequence that was defined in previous studies (Fujioka et al., 2016; Fujioka et al., 2009).

## Data Availability

Sequence data are available at GEO GSE263270. Confocal images are available on Open Science Framework at https://doi.org/10.17605/OSF.IO/6PYBM. The following datasets were generated: KeW FujiokaM SchedlP JaynesJ 2024Chromosome Structure II: Stem-loops and circle-loopsNCBI Gene Expression OmnibusGSE263270 KeW 2024Stem-loop and circle-loop TADs generated by directional pairing of boundary elements have distinct physical and regulatory propertiesOpen Science Framework6pybm/10.7554/eLife.94114PMC1130567439110491 The following previously published datasets were used: BingX BatutP LevineM 2022Genome organization controls transcriptional dynamics during developmentNCBI Gene Expression OmnibusGSE17139610.1126/science.abi7178PMC1036818635113722 BingX LevoM RaimundoJ LevineM 2022Transcriptional coupling of distant regulatory genes in living embryosNCBI Gene Expression OmnibusGSE17351810.1038/s41586-022-04680-7PMC988613435508662

## Appendix 1

**Appendix 1—key resources table:**

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (*Drosophila melanogaster*)	*eve*	FlyBase	FBgn0000606	
Gene (*D. melanogaster*)	CG12134	FlyBase	FBgn0033471	
Gene (*D. melanogaster*)	eIF3j	FlyBase	FBgn0027619	
Gene (*D. melanogaster*)	TER94	FlyBase	FBgn0286784	
Genetic reagent (*D. melanogaster*)	y1 M{vas-Cas9}ZH-2A w1118/FM7c	Bloomington Drosophila Stock Center	51323	
Recombinant DNA reagent (plasmid)	pCFD4-U6:1_U6:3tandemgRNAs	Addgene	49411	
Chemical compound, drug	n-Heptane	Fisher Chemical	O3008-4	
Chemical compound, drug	Paraformaldehyde 20% solution, EM Grade	Electron Microscopy Sciences	15713S	
Chemical compound, drug	Formaldehyde, 16%, methanol free, Ultra Pure	Polysciences Inc	18814-10	
Chemical compound, drug	PBS – phosphate-buffered saline (10×) pH 7.4, RNase-free	Thermo Fisher	AM9624	
Chemical compound, drug	Tween 20	Sigma	P1379	
Chemical compound, drug	Triton X-100	Bio-Rad	161-0407	
Chemical compound, drug	Tris base	Sigma	11814273001	
Chemical compound, drug	Methanol	Fisher Chemical	203403	
Chemical compound, drug	SSC, 20×	Thermo Fisher	15557044	
Chemical compound, drug	Formamide	Thermo Fisher	17899	
Chemical compound, drug	Dextran sulfate	Sigma	D8906	
Chemical compound, drug	Salmon Sperm DNA	Thermo Fisher	AM9680	
Chemical compound, drug	Ribonucleoside Vanadyl Complex	NEB	S1402S	
Chemical compound, drug	Nuclease-free BSA	Sigma	126609	
Chemical compound, drug	Triethylammonium acetate	Sigma	625718	
Chemical compound, drug	dGTP (100 MM)	VWR	76510-208	
Chemical compound, drug	dTTP (100 MM)	VWR	76510-224	
Chemical compound, drug	Lonza NuSieve 3:1 Agarose	Thermo Fisher	BMA50090	
Other	T4 DNA ligase	NEB	M0202L	Enzyme
Chemical compound, drug	Biotin-11-dCTP	Jena Bioscience	NU-809-BIOX	
Chemical compound, drug	Biotin-14-dATP	Jena Bioscience	NU-835-BIO14	
Commercial assay or kit	Qubit dsDNA HS Assay Kit	Life Technologies Corp.	Q32851	
Chemical compound, drug	Atto 633 NHS ester	Sigma	01464	
Chemical compound, drug	Phase Lock Gel, QuantaBio - 2302830, Phase Lock Gel Heavy	VMR	10847-802	
Commercial assay or kit	NEBNext Ultra II DNA Library Prep Kit for Illumina	NEB	E7645S	
Commercial assay or kit	Ampure Xp 5 ml Kit	Thermo Fisher	NC9959336	
Commercial assay or kit	Hifi Hotstart Ready Mix	Thermo Fisher	501965217	
Commercial assay or kit	Dynabeads MyOne Streptavidin C1	Life Technologies Corp.	65001	
Chemical compound, drug	cOmplete, EDTA-free Protease Inhibitor Cocktail	Sigma	11873580001	
Chemical compound, drug	*N,N*-Dimethylformamide	Sigma	227056	
Chemical compound, drug	Potassium acetate solution	Sigma	95843	
Chemical compound, drug	DSG (disuccinimidyl glutarate)	Thermo Fisher	PI20593	
Other	T4 Polynucleotide Kinase – 500 units	NEB	M0201S	Enzyme
Other	DNA Polymerase I, Large (Klenow) Fragment – 1000 units	NEB	M0210L	Enzyme
Commercial assay or kit	End-it DNA End Repair Kit	Thermo Fisher	NC0105678	
Other	Proteinase K recomb. 100 mg	Sigma	3115879001	Enzyme
Other	Nuclease Micrococcal (s7)	Thermo Fisher	NC9391488	Enzyme
Chemical compound, drug	EGS (ethylene glycol *bis*(succinimidyl succinate))	Thermo Fisher	PI21565	
Commercial assay or kit	Atto 565 NHS ester	Sigma	72464	
Commercial assay or kit	HCR RNA-FISH Custom Probe Set: eve	Molecular Instruments	Custom probes	
Commercial assay or kit	HCR RNA-FISH Custom Probe Set: ter94	Molecular Instruments	Custom probes	
Commercial assay or kit	HCR RNA-FISH Custom Probe Set: CG12134	Molecular Instruments	Custom probes	
Commercial assay or kit	HCR RNA-FISH Custom Probe Set: eIF3j	Molecular Instruments	Custom probes	
Commercial assay or kit	HCR Amplifier B1, 488	Molecular Instruments	Custom probes	
Commercial assay or kit	HCR Amplifier B2, 564	Molecular Instruments	Custom probes	
Commercial assay or kit	HCR Amplifier B3, 647	Molecular Instruments	Custom probes	
Commercial assay or kit	HCR Buffers	Molecular Instruments	Custom probes	
Commercial assay or kit	NEBNext Multiplex Oligos for Illumina	NEB	E7335S	
Software, algorithm	Fiji (ImageJ)	Schindelin et al., 2012	fiji.sc	
Software, algorithm	NIS element	Nikon	microscope.healthcare.nikon.com/products/software/nis-elements	
Software, algorithm	GraphPad Prism 8	GraphPad Software	https://www.graphpad.com/	
Software, algorithm	HiGlass	Kerpedjiev et al., 2018	https://higlass.io/app	
Software, algorithm	bwa	Li and Durbin, 2009	https://bio-bwa.sourceforge.net/	
Software, algorithm	samtools	GitHub/open source	https://samtools.github.io	
Software, algorithm	pairsamtools	Goloborodko et al., 2024	https://github.com/mirnylab/pairsamtools	
Software, algorithm	pairix	Lee, 2024	https://github.com/4dn-dcic/pairix	
Software, algorithm	cooler	Abdennur and Mirny, 2020; Abdennur, 2016	https://github.com/open2c/cooler	
Software, algorithm	Miniconda	Anaconda	https;//docs.conda.io/en/latest/miniconda/	
Software, algorithm	Snakemake	GitHub/open source	https://snakemake.github.io

How the deposited data were processed for this re-analysis (not part of the article)

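MicroC was done on 12–16 hr *Drosophila* embryos in which *nhomie* had been replaced with *nhomie forward*, *λ DNA*, *nhomie reverse* or *homie forward*. There were 11 libraries, 2 of *nhomie forward* and 3 of each other replacement, and genotype and replicate number were taken from the sample records and the paper. The paper gives N = 2 for all 4 replacements in Figure 2—figure supplement 1, while its other legends give 3 for *λ DNA*, *nhomie reverse* and *homie forward* and 2 for *nhomie forward*, which are the numbers of libraries used here.

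The authors aligned the reads with BWA-MEM to custom genomes edited from BDGP Release 6, parsed, sorted and de-duplicated the pairs with Pairtools, and removed half-mapped pairs and pairs with a mapping quality under 3. The versions of these tools are not named in the paper's text. What they deposited for each library and what was used here is the Pairtools summary, a list of 222 statistics of mixed kinds: counts of pairs in total, by pair type, by pair of chromosome arms and by separation and read orientation, fractions of the total and chromosome lengths. The counts are raw numbers without normalization, made for each replicate before merging. The authors' deposited fractions were not used, and shares were computed from the counts. Because classes of one library add up to its total and are not separate features, no count model was fitted across them. Before use, it was checked in every library that the counts by arm add up to all contacts and those by separation to all cis contacts.

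From these counts, 7 measures were computed for each library with Python 3.11.15, numpy 2.4.6 and scipy 1.17.1, and plotted with matplotlib 3.10.9: the number of unique contacts (on the log2 scale), the percent of unique contacts that are cis, the percent of cis contacts at 1 kb or more, the slope of log10 contacts per bp on log10 separation by least squares over the 8 distance bins from 10 kb to 1 Mb, the imbalance of the 4 read orientations under 1 kb (the difference between the most and the least frequent, as a percent of their mean), the X share of contact ends on X and autosomes, and the Y share of all contact ends. For the contacts per pixel, contacts at separations of 10000 to 17783 bp were divided by the number of pairs of 200 bp pixels that the chromosome lengths allow at these separations. Genotypes were compared with a two-sided exact permutation test of the one-way F ratio over all 92400 assignments of the 11 libraries to groups of these sizes, and p-values were adjusted over the 7 measures by the Benjamini-Hochberg method. Between 3 libraries and 3, or 3 and 2, no exact test can reach p = 0.05, so no pairs of genotypes were tested. Replicates were compared by chi-square tests of their counts over classes with an expected count of at least 5.

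Depth was between 87012109 and 472473246 unique contacts per library. The 95% Wilson interval of a cis share is at most 0.00627 percentage points on either side, that of the share of cis contacts at 1 kb or more 0.0109 points and that of the Y share 0.000435 points, covering counting error only. For contacts between arms, the weights of 2L, 2R, 3L, 3R and X were fitted on the 8 pairs of arms from different chromosomes, and contacts between 2L and 2R and between 3L and 3R were divided by the product of their arms' weights. The permutation test with and without the block, the chi-square test, the slope and the fit of arm weights were tested on simulated data with known answers. In 200 simulated sets without a difference, 5.5% were called by the permutation test at 0.05, and in 200 sets with one group shifted by 8 SD, 100% were called. The simulated values were independent of each other, so these rates do not cover libraries as alike as replicates 2 and 3. With the replicate number as a block, 70% of 20 shifted sets were called. The chi-square test called 7.5% of 200 pairs with the same proportions, and a simulated slope of -0.8 was recovered as -0.800.

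The replicate numbers were checked for pairing. Over 64 classes of separation and read orientation, libraries of different genotypes with the same replicate number deviated together from their genotype means, with correlations between 0.590 and 0.966 in all 15 such pairs. The pairing rests on these correlations alone, since neither the paper nor the sample records say what a replicate number shares, and replicates 2 and 3 also deviated in the same direction as each other. Libraries of different genotypes and numbers reached 0.964, so the correlations set replicate 1 apart but do not tell replicate 2 from replicate 3. Deviations from one genotype mean are tied to each other, so the 15 correlations are not independent. A fit with the replicate number as a block was run for every tested measure.

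Alternatives were each replicate left out in turn, the replicate block, other scales (linear, logit), other limits of separation, other denominators and subsets of contacts. These, the tests and the rule for what is named were set before the data were examined. The rule names the classes of pairs that the paper's methods name, chromosomes 2L, 2R, 3L, 3R, 4, X and Y, and any other sequence only if it holds more than 1% of the contacts of a library, which none did. Counting replicates 2 and 3 as 1 sample, with and without the block, the same fits and the block for the cis share without cis pairs under 1 kb, joining the arms of one chromosome, and the sum of cis pairs at 1 kb or more were added after the data were seen. Sequenced pairs, the mapped share and the duplicate share had been planned as measures but could not be computed, because the counts used here begin after these pairs were removed. The merged totals are therefore sums of unique contacts. Contact maps, virtual 4C profiles, in situ hybridization and phenotypes were not analysed here, nor were the WT NC14 libraries.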

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

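All tests in this part were chosen after the values were seen. Contacts between the arms of one chromosome, which the paper does not analyse, were more frequent than contacts between arms of different chromosomes. The expected number was the product of arm weights fitted on the 8 pairs of arms from different chromosomes, whose own observed-to-expected ratios stayed between 0.987 and 1.02 in the 11 libraries. Contacts between 2L and 2R were 1.13 to 1.49 times the expected number, from 755096 to 4925273 contacts per library, and contacts between 3L and 3R were 1.10 to 1.34 times the expected number, from 1015731 to 6519855. No control library without the excess was used, and the lowest ratios, 1.13 and 1.10, were both in *nhomie reverse* replicate 1.

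Random ligation of ends would give a ratio of 1 for both pairs of arms, which the lowest ratio of 1.096 in any library argues against as the whole source. The linkage of the arms at the centromere may be the source, as both pairs were above 1 in 11 of 11 libraries. Repeats near the centromere that the arms of one chromosome share could also raise these counts through ambiguous mapping. The highest ratio between arms of different chromosomes, 1.015, does not bear on repeats found on only one chromosome, and without positions along the arms this explanation and the linkage cannot be told apart. The design has no condition that alters chromosome linkage, so no biological explanation was tested by a contrast between genotypes.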

How the results depend on the processing

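For each of the 7 tested measures, the genotype with the highest mean stayed above the one with the lowest in all alternatives that were run. Of the 43 alternatives other than leaving out a replicate, merged totals included, 32 stayed on their side of the threshold of 0.05 or, for the merged totals, within 1.5 times. For 3 of these 32, the merged totals as reads, mapped pairs and unique contacts, the ratio could not have changed, because these counts are the same pairs. In 6 a difference no longer passed the threshold, and in 5 it newly passed.

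Every p in this part is from a test over the 4 genotypes, and the pair of genotypes named with it was not itself tested. The test of unique contacts remained past the threshold on the linear scale, for cis pairs at 1 kb or more, with the replicate block and in the 9 tested fits that each left out one library. With replicates 2 and 3 counted as 1 sample the ratio of *nhomie forward* to *homie forward* was 3.92. The test then did not pass (exact permutation test, p = 0.0762), nor with the replicate block added (3.92, exact p = 0.125). These 2 alternatives, chosen after the data were seen, leave 8 samples in place of 11 libraries, and the smallest p they allow is 0.00952 without the block and 0.0417 with it. The difference in cis share between *homie forward* and *nhomie reverse*, 5.26 percentage points, was 7.83 points without cis pairs under 1 kb. The test over the 4 genotypes then did not pass (exact p = 0.216), with *nhomie forward* and no longer *homie forward* highest, and the cause was not tested. In 3 settings added after the data were seen, the test of this share passed with the replicate block (7.83, exact p = 0.0191). It did not pass with replicates 2 and 3 as 1 sample, where the difference was 9.15 points without the block (exact p = 0.295) and with it (9.15, exact p = 0.0833). Over all unique contacts the difference was 5.07 points with replicates 2 and 3 as 1 sample. The test then passed alone (exact p = 0.0381) but not with the replicate block (5.07, exact p = 0.125).

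The test of the decay slope lay close to the threshold, and the difference between *nhomie reverse* and *homie forward* was 0.0528. The test over the 4 genotypes passed for separations of 1 kb to 100 kb (exact p = 0.0310) and of 4 kb to 40 kb (exact p = 0.0336). The difference between *nhomie reverse* and *homie forward* was then 0.0423 and 0.0314, but *nhomie forward* and no longer *nhomie reverse* was highest. From 1 kb to 100 kb both *nhomie forward* libraries had -1.10, against -1.14, -1.12 and -1.12 in *nhomie reverse*. From 10 kb to 1 Mb the test passed with the replicate number as a block (0.0528, exact p = 0.0451), and the cause was not tested. Across the 11 fits that each left out one library, the difference between *nhomie reverse* and *homie forward* lay between 0.0279 and 0.0653. The test passed without *homie forward* replicate 1 (0.0623, exact p = 0.0462), *nhomie reverse* replicate 2 (0.0653, exact p = 0.0103) or *nhomie reverse* replicate 3 (0.0651, exact p = 0.0106). The lowest difference was without *nhomie reverse* replicate 1. The replicate block also brought past the threshold the tests over the 4 genotypes of orientation imbalance (exact p = 0.0295) and X share (exact p = 0.00347). In these fits *homie forward* lay above *nhomie forward* by 91.1% and by 0.494 percentage points. The block takes out the deviation of replicate 1, but it counts the near-equal replicates 2 and 3 as separate, and with these as 1 sample no blocked result passed.

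The share of cis contacts at 1 kb or more and the Y share passed the threshold under no alternative. For the merged totals, the ratio of *nhomie forward* to *homie forward* lay between 1.08 and 4.29 when one of their 5 libraries was left out, against 2.58 with all. It was 1.08 without *nhomie forward* replicate 2, 1.50 without *nhomie forward* replicate 1 and 4.29 without *homie forward* replicate 2. Sequenced pairs, the mapped share and the duplicate share gave no value under any setting. Depth did not limit the cis share or the share of cis contacts at 1 kb or more, whose counting error is below the differences between libraries. For the Y share, replicates 2 and 3 of *homie forward*, *λ DNA* and *nhomie reverse* lay within each other's 95% Wilson intervals. Their differences in Y share were therefore not resolved.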

Differences from the paper's values

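The paper gives about 500M reads in the merged data of each genotype and calls the totals very similar. The sum of unique contacts, counted as pairs after the removal steps, was 316M in *homie forward* and 813M in *nhomie forward*, each more than 1.5 times away from the paper's 500, while *λ DNA* with 449M and *nhomie reverse* with 563M were within that range. Counted as mapped pairs the sums were the same, because all pairs in the counts were mapped and unique. Counted as reads, with 2 per pair, *homie forward* had 631M and came within the range, but *nhomie forward* had 1626M, and *λ DNA* with 898M and *nhomie reverse* with 1125M then fell outside it. Leaving out *nhomie forward* replicate 1 or replicate 2 gave 472M and 341M, both within 1.5 times of the paper's 500. Without one of its libraries, *homie forward* had between 190M and 223M, outside the range. The *λ DNA* sum fell outside it too without replicate 2 (251M) or replicate 3 (285M), and was within it without replicate 1 (362M). Of the alternatives set before the data were examined, none brought all 4 genotypes within the range.

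The paper gives about 250M reads sequenced per replicate. The mean per library was 105M pairs (SD 18.2, 3 libraries) in *homie forward*, 149.6M (SD 56.8, 3 libraries) in *λ DNA* and 407M (SD 93.3, 2 libraries) in *nhomie forward*, each more than 1.5 times away from the paper's 250 and by more than the SD. These SDs take each library as 1 value. The count of 188M in *nhomie reverse* was within the range. As reads, with 2 per pair, *homie forward* had 210M and *λ DNA* 299M, both within the range, while *nhomie forward* with 813M and *nhomie reverse* with 375M were outside it. Without replicate 1, *λ DNA* had 181M per library and came within the range, as did *nhomie forward* with 341M without replicate 2. No library left out brought *homie forward* within it. The values here were counted after pairs had been removed, whereas the paper's are for sequenced reads.

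Figure 2—figure supplement 1 gives 2 replicates for all 4 replacements, and there were 3 libraries for *λ DNA*, *nhomie reverse* and *homie forward*.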

Other observations

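The tests in this part were chosen after the values had been seen. In *homie forward*, *λ DNA* and *nhomie reverse*, replicates 2 and 3 resembled each other far more than replicate 1. Reads of one finished library divided at random between a pair of replicate numbers are argued against by the contacts under 1 kb. For these the smallest chi-square per degree of freedom of replicates 2 and 3 was 287. Separate sequencing of one finished library is not excluded, because only 0.743% to 0.929% of these contacts would have to change class. In all 3 genotypes the inward-facing pairs of 316 to 562 bp were more frequent in replicate 3 than in replicate 2, by factors of 1.05, 1.05 and 1.04. Trans contacts, which a correctly mapped unligated fragment cannot make, gave at most 1.90 per degree of freedom. A ligation product amplified, size-selected or sequenced more than once could give this, and so could separate embryo collections handled together. These cannot be told apart because the counts carry no molecule identities. If the first were so, the number of independent samples of these genotypes would be smaller than the number of libraries, and duplicates shared by replicates 2 and 3 would not be removed before merging unless they were sought across libraries.

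Replicate 1 of the same 3 genotypes had the lower share of cis contacts at 1 kb or more. Unligated short fragments alone would leave the number of trans contacts per cis contact at 1 kb or more unchanged, but this was at least 1.23 times higher in replicate 1 (1.82 in *homie forward*, 1.23 in *λ DNA*, 2.37 in *nhomie reverse*), while replicates 2 and 3 differed by factors of at most 1.003. More random ligation in replicate 1 may contribute. It would dilute the excess of contacts between arms of one chromosome, and in replicate 1 this excess was at most 0.814 times that in replicates 2 and 3. Over 8 samples, with replicates 2 and 3 as 1 sample, the ratio of observed to expected contacts between 2L and 2R fell as trans contacts per long cis contact rose (Pearson's r = -0.876, exact permutation p = 0.000149; Spearman's rho = -0.976, exact permutation p = 0.000397; 1 relation computed). Without the 2 samples farthest from the median, r was -0.948 over 6 samples (exact permutation p = 0.00556). Contacts between different chromosomes enter both quantities, so part of this relation may come from how they are computed. The permutation also took no account of replicate numbers. Within replicate 1 alone, or within the others, 4 samples are too few for a correlation. A difference between the embryos of replicate 1 and those of the other replicates was not tested.

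The cis share differed between genotypes over the 11 libraries. An effect of the replacement at *eve* through its own arm is argued against, because the difference between *homie forward* and *nhomie reverse* was 5.20 percentage points on 2R and between 4.80 and 5.47 points on 2L, 3L, 3R and X. Library preparation that differed between genotypes stays open (exact permutation p = 0.0381 with replicates 2 and 3 as 1 sample, and 0.125 with the replicate block as well), and so does a genome-wide difference between the fly lines. They cannot be told apart, because each genotype has its own libraries and no batch is named for them.

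The X share of contact ends was higher in replicate 1 than in replicates 2 and 3 in these 3 genotypes, by factors of 1.03, 1.04 and 1.05 in *homie forward*, *λ DNA* and *nhomie reverse*. A larger share of female embryos would lower the Y share at the same time, but the Y share was higher too, by factors of at least 1.096 (1.14, 1.10 and 1.38). A different sex ratio is therefore argued against as the whole source, and what else raised both was not tested.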
